# Derivation of Mesenchymal Stromal Cells from Pluripotent Stem Cells through a Neural Crest Lineage using Small Molecule Compounds with Defined Media

**DOI:** 10.1371/journal.pone.0112291

**Published:** 2014-12-02

**Authors:** Makoto Fukuta, Yoshinori Nakai, Kosuke Kirino, Masato Nakagawa, Kazuya Sekiguchi, Sanae Nagata, Yoshihisa Matsumoto, Takuya Yamamoto, Katsutsugu Umeda, Toshio Heike, Naoki Okumura, Noriko Koizumi, Takahiko Sato, Tatsutoshi Nakahata, Megumu Saito, Takanobu Otsuka, Shigeru Kinoshita, Morio Ueno, Makoto Ikeya, Junya Toguchida

## Abstract

Neural crest cells (NCCs) are an embryonic migratory cell population with the ability to differentiate into a wide variety of cell types that contribute to the craniofacial skeleton, cornea, peripheral nervous system, and skin pigmentation. This ability suggests the promising role of NCCs as a source for cell-based therapy. Although several methods have been used to induce human NCCs (hNCCs) from human pluripotent stem cells (hPSCs), such as embryonic stem cells (ESCs) and induced pluripotent stem cells (iPSCs), further modifications are required to improve the robustness, efficacy, and simplicity of these methods. Chemically defined medium (CDM) was used as the basal medium in the induction and maintenance steps. By optimizing the culture conditions, the combination of the GSK3β inhibitor and TGFβ inhibitor with a minimum growth factor (insulin) very efficiently induced hNCCs (70–80%) from hPSCs. The induced hNCCs expressed cranial NCC-related genes and stably proliferated in CDM supplemented with EGF and FGF2 up to at least 10 passages without changes being observed in the major gene expression profiles. Differentiation properties were confirmed for peripheral neurons, glia, melanocytes, and corneal endothelial cells. In addition, cells with differentiation characteristics similar to multipotent mesenchymal stromal cells (MSCs) were induced from hNCCs using CDM specific for human MSCs. Our simple and robust induction protocol using small molecule compounds with defined media enabled the generation of hNCCs as an intermediate material producing terminally differentiated cells for cell-based innovative medicine.

## Introduction

In order to apply human pluripotent stem cells (hPSCs) to innovative medicine, such as cell therapy, disease modeling, and drug discovery, robust and efficient methods to produce the desired cell types without contaminating undesired cells are indispensable [1]. Since the contamination of hPSCs, in particular, may cause serious adverse effects, careful monitoring, which requires a considerable amount of time and cost, has to be conducted. Therefore, it would be beneficial to have intermediate cells between hPSCs and terminally differentiated cells, which are proved to have no contaminated hPSCs, contain limited but multiple differentiation properties, and stably proliferate without phenotypic changes. One of the promising candidates with such features is the neural crest cell (NCC) [2].

The neural crest emerges at the border of the neural and non-neural ectoderm in gastrula embryos during vertebrate development [3]. Cells in the neural crest, and later in the dorsal part of the neural tube, eventually delaminate and migrate throughout the body while retaining their characteristic phenotype [4]. When they reach their target tissues, NCCs differentiate into specific cell types depending on the location [5]. NCCs give rise to the majority of cranial bone, cartilage, smooth muscle, and pigmented cells in the cranial region, as well as neurons and glia in the peripheral nervous system [3]–[5]. Cardiac NCCs are known to contribute to valves in the heart, while vagal NCCs differentiate into enteric ganglia in the gut [6]. NCCs give rise to neurons and glia in the peripheral nervous system in the trunk region, secretory cells in the endocrine system, and pigmented cells in the skin.

Using a lineage-tracing system, rodent neural crest-derived cells were detected in adult tissues such as bone marrow, and still retained multipotent differentiation properties, which indicated that these cells are one of the cell-of-origin of multipotent mesenchymal stromal cells (MSCs) [7], [8]. Therefore, the production of human MSCs (hMSCs) from hPSCs via NCC lineage is a promising approach for the use of hPSCs in innovative medicine [9], [10]. A considerable number of studies have been dedicated to establishing robust and efficient induction methods from hPSCs to hNCCs in the past decade [11]–[13]. However, most of these studies used non-human stromal feeder cells or only achieved low induction efficiencies. An ideal method from the standpoint of clinical applications is free from xeno-materials, such as feeder cells or serum, and can be performed using a chemically defined medium (CDM). Two groups have published protocols that are compatible with these requirements [14],[15]. The first group employed a two-step approach, in which hPSCs were firstly dissociated into single cells and cultured with CDM for two weeks for the adaptation. Cells were then cultured with CDM that was supplemented with an activator of Wnt signaling and inhibitor of Activin/Nodal/TGFβ signaling, but was free from BMP signaling modulation [14]. The other group used MEF-conditioned hESC media for the initial step, and replaced it with knockout serum replacement (KSR)-based medium, which thereafter was gradually replaced with an increasing amount of N2 media. They employed an inhibitor for BMP signaling in addition to an inhibitor for Activin/Nodal/TGFβ signaling during the initial 3 days, and then replaced them with an activator of Wnt signaling [15]. Therefore, the requirement for signal modulators, particularly BMP signaling inhibitors, remains controversial. Further modifications are still needed to improve the robustness, efficacy, and simplicity of these methods.

We here developed a robust and efficient induction protocol using CDM containing inhibitors for TGFβ signaling and GSK3β, but not for BMP signaling with minimal growth factors. The protocol very efficiently induced hNCCs (70–80%) from hPSCs irrespective of the type (hESCs vs hiPSCs) or generating method (viral-integrated vs plasmid-episomal). Genome-wide analyses revealed that induced hNCCs retained their gene expression profile as NCCs even after 10 passages. As for differentiation properties, induced hNCCs successfully differentiated into peripheral neurons, glia, melanocytes and corneal endothelial cells. In addition, induced hNCCs were able to produce cells comparable to hMSCs, which were free from contaminated hPSCs and could differentiate into osteo-, chondro-, and adipogenic cells. Furthermore, using iPSCs generated and maintained under feeder-free and xeno-free culture systems, we successfully induced hNCCs, hMSCs, and osteogenic cells using chemically defined media.

## Materials and Methods

### Ethics statement

The experimental protocols dealing human subjects were approved by the Ethics Committee of the Department of Medicine and Graduate School of Medicine, Kyoto University. Written informed consent was provided by each donor.

### Cell lines

hESCs (H9, KhES1, and KhES3) and hiPSCs (414C2 and 201B7) were used in this study [16]–[19] They were maintained on SNL feeder cells [20] in Primate ES cell medium (ReproCELL, Tokyo, Japan) supplemented with 4 ng/ml recombinant human FGF2 (WAKO, Osaka, Japan). 987A3, hiPSCs generated and maintained under feeder-free and xeno-free culture systems from human primary fibroblasts, were maintained on iMatrix-551 (rLN511E) (Nippi, Tokyo, Japan)-coated cell culture plates with StemFit (Ajinomoto, Tokyo, Japan) as described previously [21]. Bone marrow derived hMSCs were obtained from donors and used in our previous study [22]. Human corneal endothelial cells were isolated from human corneal tissues obtained for research purpose from SightLife (Seattle, WA, USA).

### Culture media and reagents

mTeSR1 medium (STEMCELL Technology, Vancouver, Canada) was used for the feeder-free culture of PSCs. The induction and maintenance of hNCCs were performed using previously reported CDM [23], which contains Iscove's modified Dulbecco's medium/Ham's F-12 1∶1, 1x chemically defined lipid concentrate (GIBCO, Grand Island, NY, USA), 15 µg/ml apo-transferrin (Sigma, St. Louis, MO, USA), 450 µM monothioglycerol (Sigma), 5 mg/ml purified BSA (99% purified by crystallization; Sigma), 7 µg/ml Insulin (WAKO), and penicillin/streptomycin (Invitrogen, Carlsbad, CA, USA). Culture dishes were coated with growth factor-reduced Matrigel (BD, Bedford, MA, USA) or fibronectin (Millipore, Bedford, CA, USA). EGF (R&D, Minneapolis, USA) and FGF2 were used to maintain hNCCs [24]. SB431542 (SB) (Sigma), CHIR99021 (CHIR) (WAKO), BMP4 (R&D), DMH1 (Tocris, Bristol, UK), LDN193189 (Stemgent, Cambridge, MA, USA), and recombinant human Noggin (R&D) were used to modulate growth factor signals. Retinoic acid (RA) (Sigma) was used to modulate hNCCs.

### Fluorescence-Activated Cell Sorting (FACS)

FACS was performed by AriaII (BD) according to the manufacturer's protocol. The antibodies used in FACS were listed in Table S1. In all experiments, FACS histograms of isotype controls were similar to those without antibodies; therefore, histograms without antibodies were used as control populations.

### Immunocyto- and immunohistochemistry

Prior to performing immunostaining with antibodies, cells on plates were fixed with 4% paraformaldehyde at 4°C for 15 minutes, washed two times with PBS, and incubated with 0.3% TritonX100 at 4°C for 30 minutes as the surface-active agent for penetration processing, and any nonspecific binding was blocked with 2% skim milk/PBS at 4°C for 1 hour. Cornea samples obtained from rabbits euthanized three days after the injection of cells were fixed with 4% paraformaldehyde and incubated in 1% bovine serum albumin (BSA) (Sigma) to block other bindings. DAPI (1∶5000; Sigma) was used to counterstain nuclei. The primary antibodies used in this study were summarized in Table S1. The observation and assessment of samples were performed with BZ-9000E (Keyence, Osaka, Japan).

### RT-PCR and qPCR

Total RNA was purified with the RNeasy Mini kit (Qiagen, Valencia, CA, USA) and treated with the DNase-one kit (Qiagen) to remove genomic DNA. One microgram of total RNA was reverse transcribed for single-stranded cDNA using a random primer and Superscript III reverse transcriptase (Invitrogen), according to the manufacturer's instructions. PCR was performed with ExTaq (Takara, Shiga, Japan). Quantitative PCR with the Thunderbird SYBR qPCR Mix (TOYOBO, Osaka, Japan) was performed using the StepOne real-time PCR system (Applied Biosystems, Forester City, CA, USA) in duplicate or triplicate. Primer sequences were listed in Table S2.

### cDNA microarray

Total RNA was prepared using the RNeasy Mini Kit (Qiagen). cDNA was synthesized using the GeneChip WT (Whole Transcript) Sense Target Labeling and Control Reagents kit as described by the manufacturer (Affymetrix, Santa Clara, CA, USA). Hybridization to the GeneChip Human Gene 1.0 ST expression arrays, washing, and scanning were performed according to the manufacturer's protocol (Affymetrix). Expression values were calculated using the RMA summarization method and the data obtained were analyzed by GeneSpring GX 11.5.6 (Agilent Technologies, Santa Clara, CA, USA) for correlation coefficients, scatter plots, a volcano plot, heat maps, and hierarchical clustering (Distance metrics: Pearson's Centered, Linkage rule: Average). Differentially expressed genes were identified by statistical analyses and fold changes. Statistical analyses were performed using a one-way ANOVA with a Benjamini and Hochberg False Discovery Rate (BH-FDR  = 0.01) multiple testing correction followed by Tukey HSD post hoc tests (GeneSpring GX). Microarray data have been submitted to the Gene Expression Omnibus (GEO) public database at NCBI, and the accession number is GSE 60313. Data for hBM90, 91, and 94 have already been described [22]. Data from GSE44727 and GSE45223 were used for a comparison analysis in Figure S3.

### Differentiation of hPSC-derived hNCCs

#### Peripheral neuronal differentiation

Sorted hNCCs were cultured in CDM supplemented with 10 µM SB and 1 µM CHIR as a sphere using the hanging drop technique (1×10^4^ cells per sphere) as previously described [25]. Twenty-four hours after the hanging drop culture, spheres were plated onto Polyornithine/laminin/fibronectin (PO/Lam/FN)-coated plates in DMEM/F12 (Invitrogen) supplemented with 1 x N2 supplement (GIBCO), 1 x GlutaMAX (Invitrogen), 20 ng/ml FGF2, and 20 ng/ml EGF. These cells were cultured for two days under these conditions and the medium was then replaced with DMEM/F12 supplemented with 1 x N2 supplement, 1 x GlutaMAX, and 10 ng/ml BDNF (R&D), GDNF (R&D), NT-3 (R&D), and NGF (R&D). The medium was changed every 3 days and passages were performed every week [26]. Differentiation was confirmed by immunostaining for peripherin, Tuj-1, and GFAP 3 weeks after induction.

#### Melanocyte differentiation

Cells were plated onto fibronectin-coated dishes in CDM supplemented with 10 µM SB and 1 µM CHIR. Melanocyte induction was performed the next day with CDM supplemented with 1 µM CHIR, 25 ng/ml BMP4, and 100 nM endothelin-3 (American Peptide Company, Sunnyvale, CA, USA) [15], [27], [28]. The medium was changed every other day. Differentiation was confirmed by induction of the *MITF* and *c-KIT* genes on day 7.

#### Corneal endothelial cell differentiation

Cells were induced to corneal endothelial cells with corneal endothelial cell-conditioned CDM. Conditioned CDM was derived by collecting medium from cultured human corneal endothelial cells [29]. The selective ROCK inhibitor Y-27632 (WAKO) was used on the first day of the induction. The medium was changed every two days, and cells were analyzed by immunocytochemistry after twelve days. RT-qPCR was performed 3, 5, and 8 days after the induction.

### Induction of hMSCs from hNCCs

Cells were plated onto tissue culture dishes (BD) at a density of 6.5×10^4^ cell/cm^2^ in CDM supplemented with 10 µM SB and 1 µM CHIR. The medium was replaced the next day with αMEM (Nacalai Tesque, Tokyo, Japan) supplemented with 10% fetal bovine serum (FBS) (Nichirei Inc., Tokyo, Japan) [14], [26]. The morphology of cells started to change approximately 4 days after the induction. Passages were performed every week using 0.25% trypsin-EDTA (GIBCO) at a density of 1×10^4^ cells/cm^2^. hMSC markers (CD73, CD44, CD45 and CD105) were analyzed by FACS 14 days after the hMSC induction. We used STK2 (DS Pharma Biomedical, Osaka, Japan) as the MSC medium and tissue culture dishes coated with fibronectin for the hMSC induction under chemically defined media conditions.

### Differentiation of hNCC-derived hMSCs

#### Osteogenic differentiation

A total of 2.5×10^5^ induced hMSCs/well were seeded on 6-well dishes (BD) and cultured in osteogenic induction medium, αMEM, 10% FBS, 0.1 µM dexamethasone, 50 µg/ml ascorbic acid, and 10 mM β-glycerophosphate for 2 weeks for osteogenic differentiation [24]. STK3 (DS Pharma) was used as the osteogenic induction medium instead of the osteogenic induction medium to achieve osteogenic differentiation under chemically defined media conditions. The culture medium was changed every other day for 1 week. Differentiation properties were confirmed by the formation of calcified nodules, as detected with Alizarin Red staining. Briefly, culture wells were washed twice in phosphate-buffered saline (PBS) and fixed for 10 minutes at room temperature in 100% ethyl alcohol. The Alizarin Red solution (40 mM, pH 4.2) was applied to the fixed wells for 10 min at room temperature. Non-specific staining was removed by several washes with water.

#### Chondrogenic differentiation

Two-dimensional chondrogenic induction was performed as previously described [30]. Briefly, cells (1.5×10^5^) that induced hMSCs were suspended in 5 µl of chondrogenic medium (DMEM: F12 (Invitrogen), 1% (v/v) ITS1 mix (BD), 0.17 mM AA2P, 0.35 mM Proline (Sigma), 0.1 mM dexamethasone (Sigma), 0.15% (v/v) glucose (Sigma), 1 mM Na-pyruvate (Invitrogen), 2 mM GlutaMax, and 0.05 mM MTG supplemented with 40 ng/ml PDGF-BB and 1% (v/v) FBS (Nichirei)), and were subsequently transferred to fibronectin-coated 24-well plates (BD). A total of 1 ml of the chondrogenic medium was added after 1 hour. TGFβ3 (R&D) was subsequently added at 10 ng/ml on days 3 to 6, and BMP4 was added to a concentration of 50 ng/ml on day 10. Micromass cultures were maintained at 37°C under 5% CO_2_ and 5% O_2_ for 16 days. Differentiation properties were confirmed by Alcian Blue staining. Briefly, induced cells were fixed for 30 minutes with 10% formalin (Sigma) and rinsed with PBS. These cells were then stained overnight with Alcian Blue solution (1% Alcian Blue (MUTO PURE CHEMICAL CO., LTD, Tokyo, Japan) in 3% glacial acetic and 1% HCl, pH 1) and destained with the acetic acid solution.

#### Adipogenic differentiation

Cells were seeded onto 6-well tissue culture dishes at a density of 5.0×10^5^ cells/well for adipogenic differentiation, and were cultured in αMEM containing 10% FBS, 1 mM dexamethasone, 10 mg/ml insulin, and 0.5 mM isobutylxanthine for 3 weeks [31]. Induced cells were fixed in 10% formalin for 1 hour at room temperature, followed by 20 minutes in 0.3% Oil Red O staining solution (Sigma).

## Results

### Derivation of p75^high^ cells from hPSCs

To transfer hPSCs from feeder to feeder-free culture conditions, colonies were dissociated into small cell clumps (about 10 cells/clumps) by pipetting several times, seeded on matrigel-coated dishes (2–4 clumps/cm^2^), and cultured with mTeSR1 medium for two days. hNCC induction was then initiated by substituting CDM supplemented with chemicals (Figure 1A). Cells gradually migrated from colonies and proliferated during the induction (Figure 1B). Cells were harvested after 7 days of being induced, and were subsequently sorted according to the expression of p75 (Figure 1C). We detected two peaks in p75-positive populations, designated p75^low^ and p75^high^, and the efficiency of hNCC induction was evaluated based on the fraction of p75^high^ cells.

**Figure 1:**
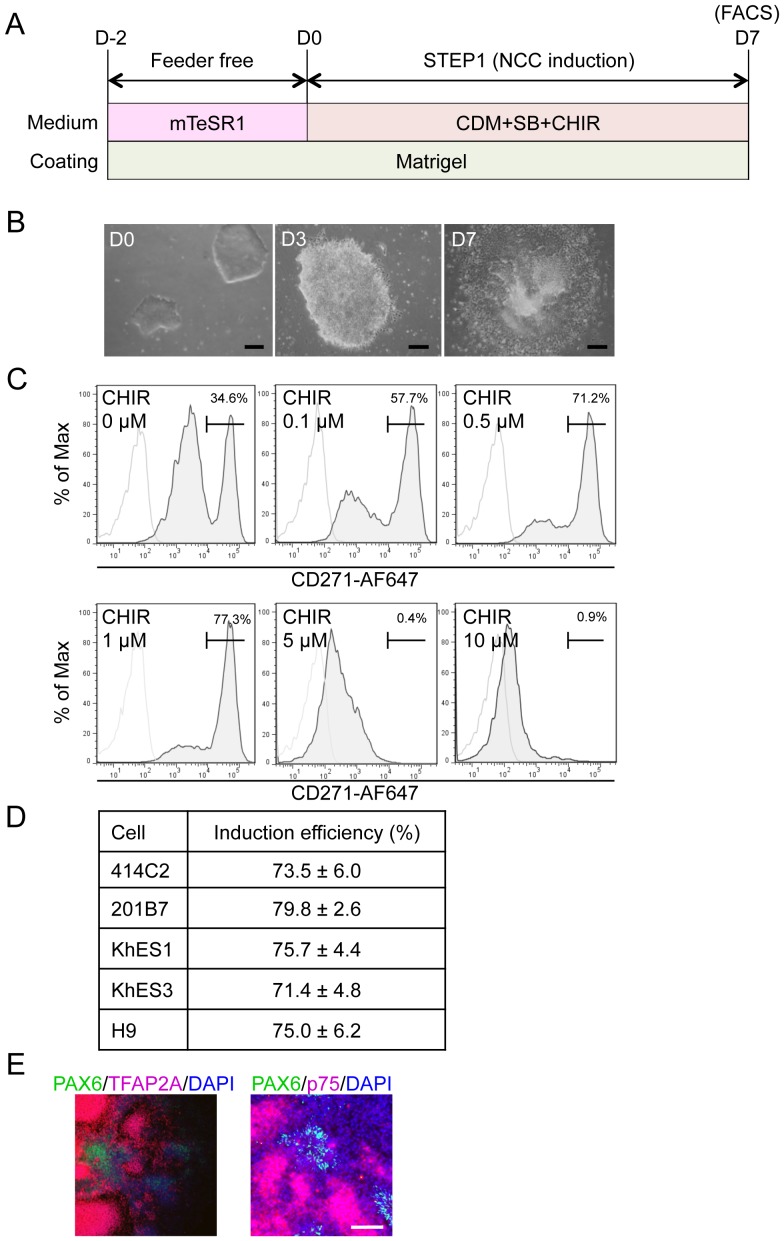
Induction of p75^high^ cells from hPSCs. A) Schematic representation of the protocol. B) Morphology of colonies during the induction. Phase contrast images were taken on days 0, 3, and 7. Scale bar, 200 µm. C) The fraction of p75-positive cells in 201B7 cells was treated with SB431542 (SB) (10 µM) and CHIR99021 (CHIR) (indicated concentration) for seven days, stained with an anti-p75 antibody, and analyzed by FACS. D) Fraction of the p75^high^ population induced by SB (10 µM) and CHIR (1 µM) from hESCs (KhES1, KhES3, H9) and hiPSCs (414C2, 201B7). Average ± SD. N = 3, biological triplicate. E) Immunocytochemical analyses of colonies on day 7 (201B7). Cells were stained with antibodies against PAX6, TFAP2A, and p75. Scale bar, 100 µm.

The effects of SB, which has been shown to inhibit Activin/Nodal/TGFβ signaling and induce neural cells and hNCCs from hPSCs without the help of other chemicals, were firstly evaluated [14]. In accordance with the reported data, CDM supplemented with SB successfully delivered p75^high^ cells with a PAX6-positive neuroectoderm from 201B7 (date not shown), while the induction efficiency of p75^high^ cells was approximately 35% (0 µM in Figure 1C). The activation of Wnt signaling was previously shown to play a key role in the induction of hNCCs [14], [15], and can be achieved using the GSK3β inhibitor BIO or CHIR. Therefore, we attempted to determine the most effective concentration of CHIR with a fixed concentration of SB (10 µM) to induce p75^high^ cells. The results obtained revealed that CHIR successfully induced p75^high^ cells in a dose-dependent manner up to 1 µM, whereas higher concentrations of CHIR markedly inhibited the production of p75^high^ cells (Figure 1C). We finally examined the effects of BMP signaling on this induction. The addition of BMP4 markedly inhibited the production of p75^high^ cells, and these results were compatible with BMP signal inhibiting neural differentiation (Figure S1A). However, the treatment with DMH1 (10 µM), a specific inhibitor of SMAD1/5/8 phosphorylation, also reduced the p75^high^ fraction (Figure S1B). The inhibitory effect of DMH1 on the induction of p75 was confirmed at different dosages, and other cytoplasmic (LDN193189) or extracellular (Noggin) inhibitors for BMP signaling also decreased the efficiency (Figure S1C). Therefore, the combination of SB (10 µM) and CHIR (1 µM) most effectively induced p75^high^ cells from 201B7 hiPSCs. This result was reproduced in other hPSCs such as hESCs (H9, KhES1, and KhES3) and episomal hiPSCs (414C2) (Figure 1D). Most cells outgrowing from colonies were stained with NCC markers, p75 and TFAP2A, whereas the cells in colonies were positive for PAX6, a marker for the neuroectoderm (Figure 1E).

### p75^high^ cells expressed early NCC markers

The expression of marker genes were compared between p75^high^ and p75^low^ cells (Figure 2A). Sorted p75^high^ cells expressed a number of genes in the early stage of NCCs, such as *SOX10*, *TWIST*, and *TFAP2A* genes. In contrast, the expression of these genes was significantly lower in the p75^low^ fraction than in p75^high^ fraction. The expression of *PAX3*, which is a marker both for NCCs and neurons, was high in both the p75^high^ and p75^low^ fractions. The expression of *PAX6* and *SOX1*, which are neural markers, was higher in the p75^low^ fraction, which is consistent with some populations of p75-negative or TFAP2A-negative cells expressing *PAX6* (Figure 1E). These results indicated the relative enrichment of NCC cells in the p75^high^ cell population.

**Figure 2:**
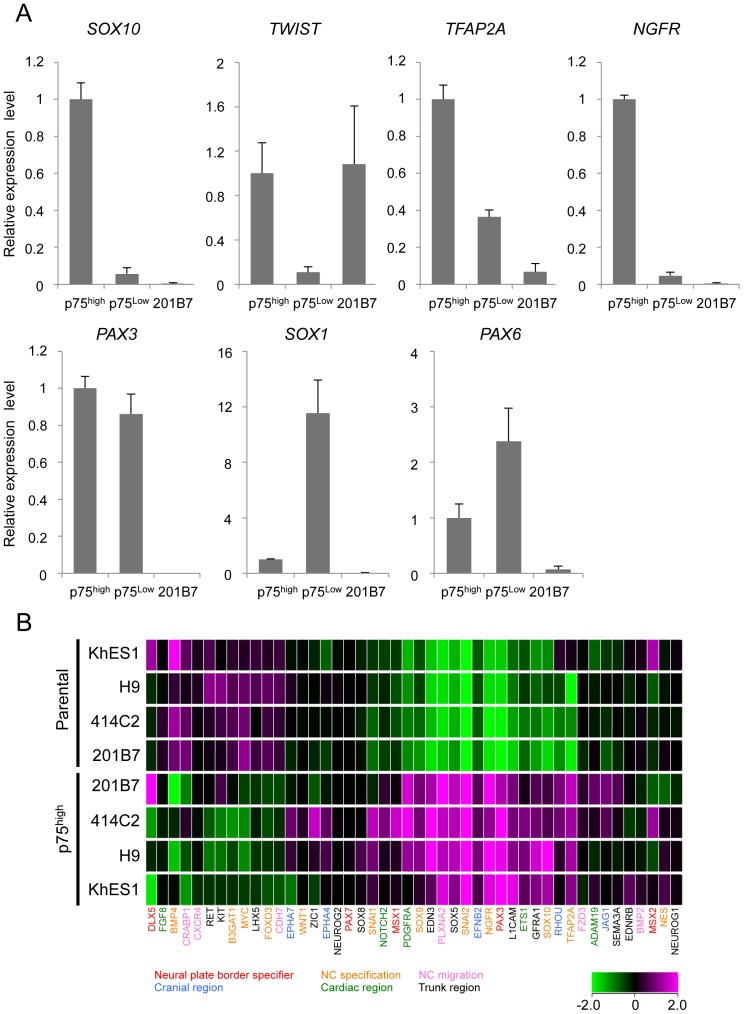
Expression profiles of sorted p75^high^ cells. A) The expression of marker genes in sorted p75^high^ and p75^low^ cells. The mRNA expression of each gene was analyzed by RT-qPCR in undifferentiated 201B7 (hiPSCs) and sorted p75^low^ and p75^high^ cells, and was shown as a relative value using the level in sorted p75^high^ cells as 1.0. Average ± SD. N = 3, biological triplicates. B) Clustering analyses of NCC markers in p75^high^ populations from several hESC and hiPSC lines. Marker genes for each sub-population of NCCs were labeled using the indicated colors.

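Total RNA from 16 samples was hybridized to the arrays, 1 array per cell line and state. The samples were undifferentiated hPSCs (n = 4 lines), p75 high cells sorted after the induction, at passage number (PN) 0 (n = 4), the same human neural crest cells (hNCCs) after expansion to PN4 (n = 2, KhES1 and 201B7) and to PN10 (n = 3, KhES1, 414C2 and 201B7), and hMSCs induced from hNCCs (NC-MSCs, n = 3, the same lines as at PN10). KhES1 and H9 are hESC lines, and 414C2 and 201B7 are hiPSC lines. The authors calculated the expression values with the RMA summarization method. The deposited values were normalized intensities on a linear scale, from 17 to 17815, with a median per array between 99.1 and 106, and their log2 was taken here. Of the probe sets, 19310 matched 1 gene symbol, and 18377 genes had a probe set of their own, of which the one with the highest mean was used. The groups were compared with limma, and a gene was taken to have risen or fallen at a Benjamini-Hochberg adjusted p under 0.01, the false discovery rate that the methods give, with no fold threshold. Each gene described as risen or fallen moved that way in every line of the comparison. Fold changes are given on the log2 scale with their standard error. Lists of genes were tested with camera, a test of limma that compares a list with the other genes, at a preset correlation between genes of 0.01. To show the level of genes that these cells should not use, 470 probe sets of olfactory receptors, taste receptors and keratin-associated proteins were taken, whose 5th percentile lay between 19.8 and 20.2 and whose 95th percentile lay between 85.7 and 108 on the arrays. Fold changes against a group inside this background range are understated. The number of lines limits the precision, and the p-values measure the spread between lines.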

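In the p75 high cells of all 4 lines, the neural crest transcription factors *SNAI2* and *TFAP2B* were higher than in hPSCs, and *CDH1* and *EPCAM* lay inside the background range. *SNAI2*, which represses epithelial genes, had an intensity of 6889 ± 626 (SD, n = 4) in p75 high cells and 139.7 ± 39.9 (SD, n = 4) in hPSCs. *TFAP2B*, a transcription factor of the neural crest, had 1735 ± 864 (SD, n = 4) in p75 high cells and 42.4 ± 0.909 (SD, n = 4) in hPSCs. The cell adhesion molecules of epithelia *CDH1* and *EPCAM* went the other way, with 6279 ± 464 and 4052 ± 297 (SD, n = 4) in hPSCs and 50.7 ± 3.52 and 45.7 ± 8.14 (SD, n = 4) in p75 high cells, inside the background range. Other genes differed between the lines of p75 high cells. *STMN2*, a gene of differentiating neurons, ranged from 331 to 4039, *NT5E*, which encodes CD73, from 182 to 1146, and *CD44* from 216 to 2246, each with the highest value in KhES1. The neural crest gene *SOX10* ranged from 239.7 to 885, with the highest value in H9. Across all probe sets, Pearson's r between the p75 high cells of different lines was 0.985 ± 0.00354 (SD, 6 pairs), with a lowest value of 0.982. Between p75 high cells and the hPSCs of the same line it was 0.942 ± 0.00445 (SD, 4 pairs), with a highest value of 0.945, and between hPSC lines it was 0.991 ± 0.00217 (SD, 6 pairs). These coefficients were taken across probe sets, which are not independent replicates.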

In an attempt to further characterize p75^high^ cells, genome-wide expression profiles were compared between sorted p75^high^ cells and their corresponding hPSCs using a cDNA microarray (Affymetrix Gene 1.0 ST), and we found that the overall profiles of p75^high^ cells derived from several PSCs were similar to each other (Figure S2). Based on the previous report [32], 46 genes were selected as markers for distinct NC-subpopulations and the expression level of these genes were compared between hNCCs and parental PSCs (Figure 2B). hNCCs in this study highly expressed early stage-related genes such as neural plate border specifier (PAX3) and NC specification (SNAI2, NGFR, TFAP2A, SOX9, and SOX10), but also some region-specifying genes (EFNB2 for cranial, PDGFRA for cardiac, and SOX5 for trunk region), suggesting the heterogeneous population of p75^high^ cells, which were designated hNCCs hereafter. 

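The largest rise among these markers was that of *SNAI2*, with values between 104 and 187 in hPSCs and values between 5998 and 7420.4 in hNCCs (log2 fold change 5.66, standard error 0.16, adjusted p = 7.7e-11, probe set 8150698). *NGFR*, which encodes p75, the receptor on which the cells were sorted, rose by 3.59 (standard error 0.19, adjusted p = 2.24e-08). *PAX3*, a transcription factor of the neural plate border, rose by 3.92 (standard error 0.40, adjusted p = 8.04e-06). Of the other genes of NC specification, *TFAP2A* rose by 2.55 (standard error 0.42), *SOX9* by 1.55 (standard error 0.16) and *SOX10* by 1.79 (standard error 0.31). The cranial marker *EFNB2*, a guidance ligand, rose by 1.43 (standard error 0.17), the cardiac marker *PDGFRA*, a receptor of platelet-derived growth factor, by 2.42 (standard error 0.31) and the trunk marker *SOX5* by 2.69 (standard error 0.15). Markers that fell included *BMP4*, a ligand of BMP signaling, which fell by 2.32, *FOXD3*, a transcription factor shared by hPSCs and early neural crest, which fell by 0.80, and *B3GAT1*, an enzyme that makes the HNK-1 epitope of migrating neural crest, which fell by 0.98. Of the 46 genes, 44 were measured, of which 15 rose, 7 fell and 22 did not pass the test (17 higher and 7 lower when adjusted over the list alone). By class, 5 of 12 genes of NC specification rose and 4 fell, and 4 of 12 trunk markers rose and 1 fell. Among the cardiac markers 3 of 5 rose and 1 fell, and among the markers of NC migration 1 of 5 rose and 1 fell. A single gene rose among the 5 cranial markers and among the 5 border specifiers. The study showed these genes from the same arrays, so the counts are not independent evidence. In a wider list of 23 measured neural crest border and specifier genes, 10 rose and 3 fell (adjusted p = 0.000808 from camera, but adjusted p = 0.242 with an estimated correlation). *TFAP2B*, a member of it, rose by 5.20 (standard error 0.33). In a list of 19 neural crest migration and adhesion genes, 11 rose and 1 fell (adjusted p = 1.44e-05 from camera, but adjusted p = 0.0128 with an estimated correlation), with *PLXNA2*, a semaphorin receptor, at 3.40 (standard error 0.14) and *CDH11*, a cadherin of mesenchyme, at 2.78 (standard error 0.26). Both lists share genes with Figure 2B, such as *SNAI2*, *PAX3* and *NGFR* in the former and *PLXNA2* in the latter. They are therefore not independent evidence either, and the cells were sorted on the product of *NGFR*. With only the 8 hPSC and hNCC arrays in the fit, *SOX10* (adjusted p = 0.018), *TFAP2A* (adjusted p = 0.0145) and *BMP4* (adjusted p = 0.0283) did not pass the threshold. From the early-stage genes together with the genes of several regions, the paper proposes that the p75 high cells were a heterogeneous population, and it names them hNCCs.

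**Figure D1:**
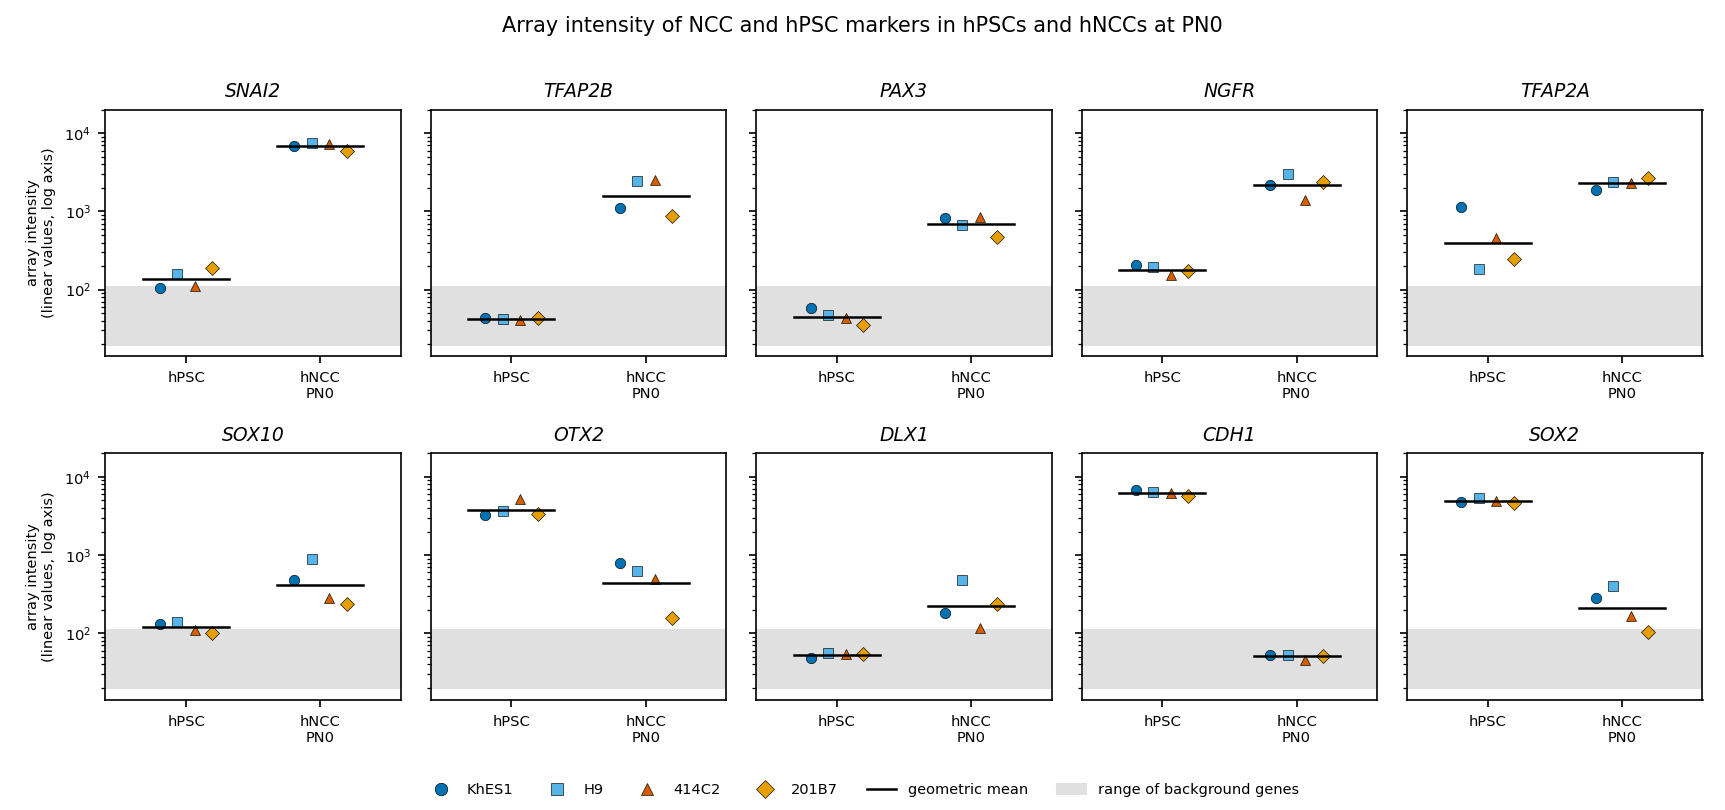
Intensity of 10 genes (log axis) on each array of hPSCs and of hNCCs at PN0. Symbols stand for cell lines, black bars for the geometric mean of the lines and the grey band for the background range. *SNAI2* lay at 5998 to 7420.4 in hNCCs and at 104 to 187 in hPSCs, and *CDH1* at 45.6 to 53 and 5712 to 6827.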

The profiles of the current hNCCs were compared with those of two PSC-derived NCCs, which were induced by different protocols in previous studies [15], [32] (Figure S3). Although the three types of PSC-derived NCCs all highly expressed some genes, such as SNAI2, their expression profiles were considerably different, suggesting the protocol-dependent heterogeneity of PSC-derived NCCs.

### Sustained expansion of hNCCs with original characteristics

We investigated whether hNCCs could be stably expanded. The growth of hNCCs cultured in the hNCC induction medium (CDM with SB and CHIR) was very slow (data not shown). We employed a cultured condition using CDM supplemented with SB, EGF (20 ng/ml), and FGF2 (20 ng/ml) based on the findings of previous studies [33], and consequently observed marked improvements in growth and the stable proliferation of hNCCs even after 10 passages (Figures 3A, B). The expanded hNCCs maintained their original cell morphology and all cells expressing NCC markers, such as TFAP2A (Figure 3C). The global gene expression profiles of hNCCs after prolonged expansion (PN10) were similar to those of early-passage cells (PN0) (Figure S4A and S4B, correlation coefficient  = 0.96 to 0.98) and markedly different from those of original hPSCs (Figures 3D and S4C).

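In the lines KhES1, 414C2 and 201B7, the neural crest genes *SNAI2*, *NGFR*, *TFAP2A*, *PAX3* and *TWIST1* lay above their hPSC levels at PN10 in every line, and their changes from PN0 did not pass the test. Of the 44 measured genes of Figure 2B, 2 rose, 4 fell and 38 did not pass the test between PN0 and PN10. The log2 fold change of PN10 against PN0 was 0.29 (standard error 0.19) for *SNAI2*, 0.26 (standard error 0.19) for *NGFR*, 0.32 (standard error 0.42) for *TFAP2A*, -0.19 (standard error 0.50) for *PAX3* and 0.49 (standard error 0.30) for *TWIST1*. *SOX10*, which also marks the glial lineage of the crest, fell by 1.59 (standard error 0.22, adjusted p = 0.00272), with values between 239.7 and 486 at PN0 and values between 96.4 and 112 at PN10, in or next to the background range. *EDNRB*, the endothelin receptor of migrating crest cells, fell by 3.40 (standard error 0.35, adjusted p = 0.000661), and the cranial marker *EFNB2* fell by 2.02 (standard error 0.20, adjusted p = 0.000566). *CDH2*, which encodes N-cadherin, fell by 5.06 (standard error 0.46, adjusted p = 0.000354), with values between 1487 and 2379 at PN0 and values between 36.4 and 75.4 at PN10. In contrast, *EPHA4*, an ephrin receptor, rose by 2.46 (standard error 0.27, adjusted p = 0.000896). The regulators *MAB21L2*, which acts in eye and craniofacial development, *NFIB* and *EBF3* rose by 5.40 (standard error 0.35), 3.55 (standard error 0.29) and 3.37 (standard error 0.36), and *MAB21L2* had values between 45.1 and 74.1 at PN0 and values between 1878 and 3236 at PN10. The pluripotency gene *SOX2* fell by 2.36, with values between 32.5 and 34.1, and *DPPA4* fell by 3.03. Of 24 measured genes of a pluripotency list, 3 fell (adjusted p = 0.000456 from camera, but adjusted p = 0.0204 with an estimated correlation). In total, 585 probe sets passed the test, 287 higher and 298 lower at PN10. The count was 316 without the PN0 array of 201B7, and 307, 179 and 274 without the PN10 array of KhES1, 414C2 and 201B7. With only the 6 arrays of PN0 and PN10 in the limma fit it was 0, although 4882 probe sets had an unadjusted p under 0.05, and the methods' test gave 1947. The adjusted p of *SOX10* was 0.0174 without the PN10 array of 414C2 and 0.0114 without that of 201B7. Pearson's r between PN0 and PN10 of the same line was 0.979 ± 0.00428 (SD, 3 pairs, from 0.975 to 0.984), and between PN10 and hPSCs of the same line it was 0.925 ± 0.00201 (SD, 3 pairs). From the correlation between passages, the paper states that the global profiles of expanded hNCCs were similar to those of early-passage cells.

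**Figure D2:**
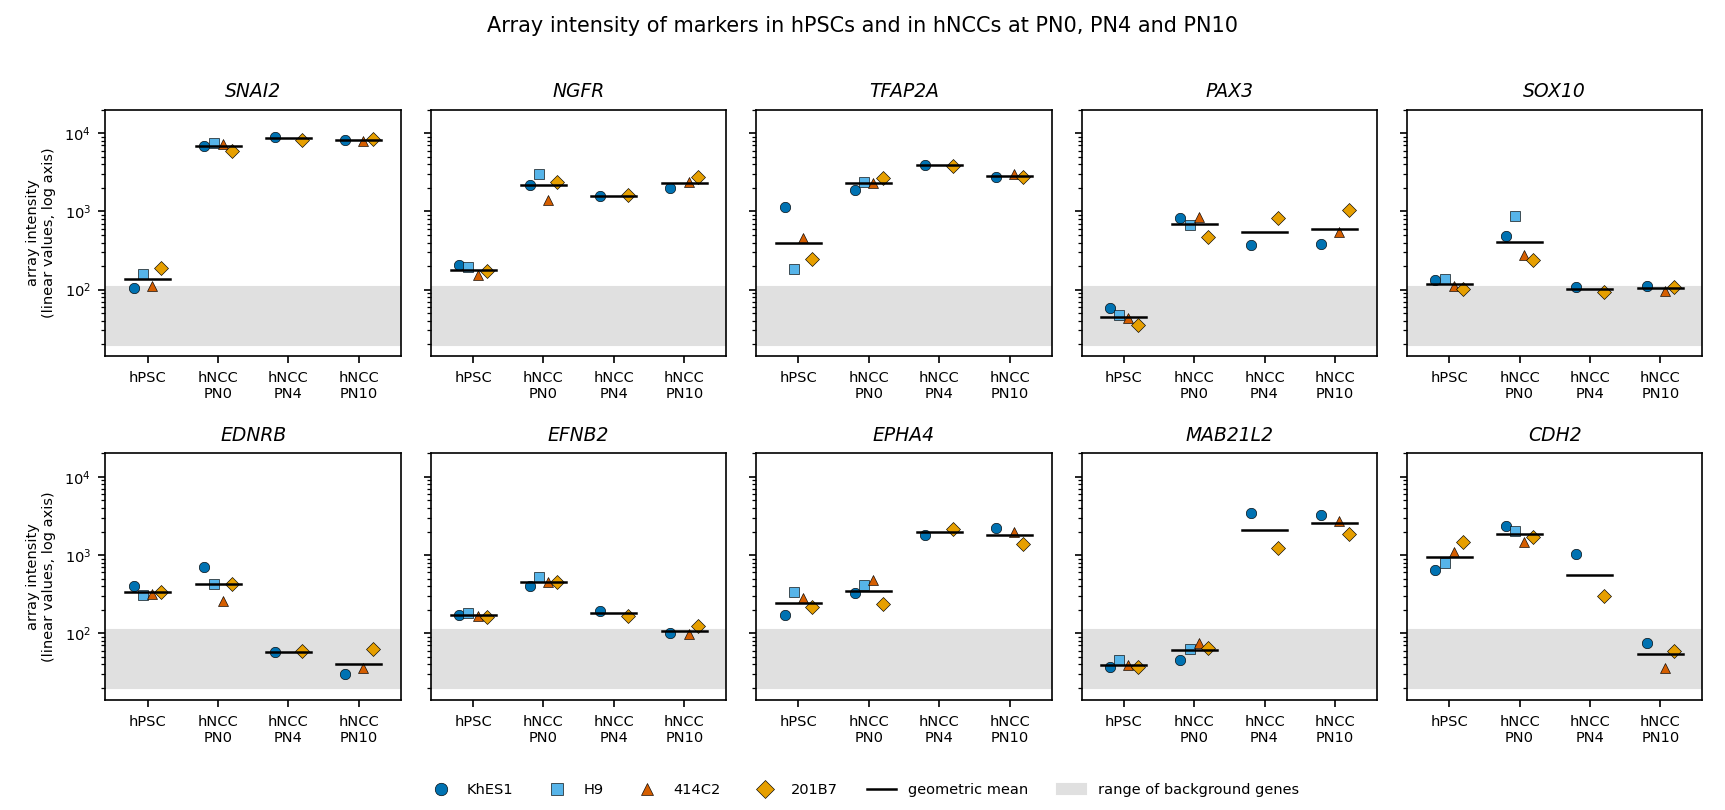
Intensity of 10 genes (log axis) on each array of hPSCs and of hNCCs at PN0, PN4 and PN10. Symbols stand for cell lines, black bars for the geometric mean of the lines and the grey band for the background range. *SNAI2* lay at 8013 to 8422 at PN10, while *SOX10* lay at 96.4 to 112 and *MAB21L2* at 1878 to 3236.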

**Figure 3:**
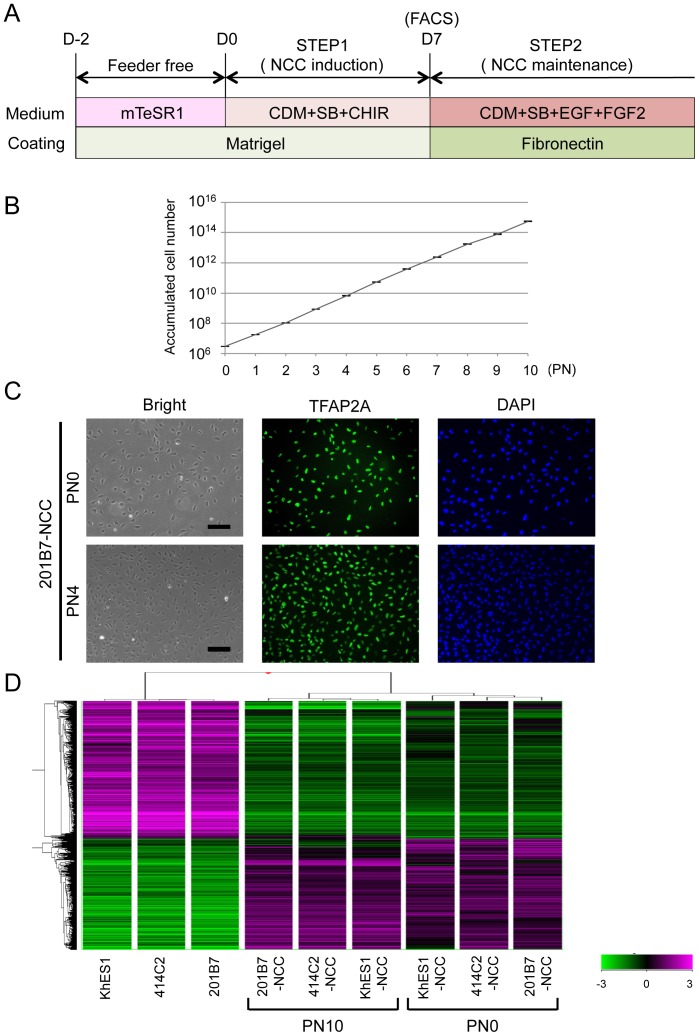
Sustained expansion of hNCCs with original characteristics. A) Schematic representation of the culture conditions. B) Growth profile of 201B7-derived hNCCs. Average ± SD. N = 3, biological triplicate. C) Phase contrast images and immunostaining of TFAP2A in 201B7-derived hNCCs at PN0 and PN4, Scale bar, 200 µm. D) Hierarchical clustering analyses of hPSCs and hPSC-derived hNCCs at PN0 and PN10.

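During the expansion from PN0 to PN10, some genes of extracellular matrix rose. Of 24 genes of extracellular matrix and fibroblasts, 8 rose (adjusted p = 0.000193 from camera, but adjusted p = 0.0404 with an estimated correlation), among them *COL3A1*, a fibrillar collagen, by 1.99 (standard error 0.26). Its adjusted p was 0.0128 without the PN10 array of 414C2 and 0.0113 without that of 201B7. The medium for expansion held SB, EGF and FGF2 and no CHIR. Of 15 genes of the response to Wnt and β-catenin, 2 fell (adjusted p = 0.000862 from camera, but adjusted p = 0.153 with an estimated correlation), *RNF43*, a feedback inhibitor of Wnt receptors, by 0.91 (standard error 0.087) and the transcription factor *LEF1*, with a log2 fold change of -2.29 (standard error 0.38). With cell line as a block the adjusted p of *LEF1* was 0.0126, and with single arrays left out it reached 0.0332. In a list of 14 BMP response genes, 1 member, the signal transducer *SMAD9*, rose by 1.56 (standard error 0.25) (adjusted p = 0.00157 from camera, but adjusted p = 0.416 with an estimated correlation). The adjusted p of *SMAD9* reached 0.0332 with single arrays left out.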

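At PN10, hNCCs differed from the hPSCs of KhES1, 414C2 and 201B7 by lower pluripotency genes and by higher genes of mesenchyme and matrix. *SOX2*, a core transcription factor of pluripotency, fell by 7.17 (standard error 0.26, adjusted p = 1.65e-08), and *CRIPTO*, a co-receptor of Nodal, fell by 7.99 (standard error 0.12, adjusted p = 1.89e-11). Of 24 measured pluripotency genes, 20 fell and none rose (adjusted p = 5.3e-16 from camera), and this list passed the threshold with an estimated correlation as well (adjusted p = 0.000244). *SNAI2* rose by 5.99 (standard error 0.19), *TFAP2B* by 5.88 (standard error 0.37) and *ALX1*, a regulator of the craniofacial skeleton, by 4.24 (standard error 0.34). The list of neural crest border and specifier genes, with 11 of 23 members higher and 4 lower, did not pass the test (adjusted p = 0.0146 from camera). Genes of extracellular matrix and fibroblasts rose in 16 of 24 cases and fell in 2 (adjusted p = 8.7e-08 from camera, and adjusted p = 0.00946 with an estimated correlation). *PRRX1*, a transcription factor of mesenchyme, rose by 6.29 (standard error 0.48), *FBN1*, the main protein of microfibrils, by 3.94 (standard error 0.13) and *LUM*, a proteoglycan of the matrix, by 6.37 (standard error 0.34). Of 13 MSC surface genes, 9 rose, among them *PDGFRB* by 4.26 (standard error 0.13) (adjusted p = 0.00116 from camera, but adjusted p = 0.103 with an estimated correlation). The medium held SB, an inhibitor of the TGF-β receptor family. Of 15 genes of the TGF-β response, 7 fell and 1 rose (adjusted p = 0.00369 from camera, but adjusted p = 0.17 with an estimated correlation). The feedback regulator *SKIL* fell by 2.64, *LEFTY2*, an inhibitor of Nodal, fell by 2.66, and *TGFBI*, a matrix protein, rose by 3.34 (standard error 0.45). Of 15 genes of sterol synthesis and uptake, 9 rose (adjusted p = 6.33e-05 from camera, but adjusted p = 0.457 with an estimated correlation). In total 7265 probe sets passed the test, 3557 higher and 3708 lower at PN10 (3739 higher and 3648 lower with renewed quantile normalization). With the distance and the linkage that the methods name and all probe sets, the 3 lines of each group shared a branch. PN0 and PN10 joined at a height of 0.0222 and hPSCs joined them at 0.0673. Over the 5823 probe sets that passed a test over the groups, the heights were 0.0709 and 0.351.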

### Modulation of the characteristics of hNCCs by insulin and retinoic acid (RA)

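*DLX1*, *DLX2*, *ALX1* and *TWIST1*, regulators of the cranial crest, were higher in hNCCs at PN0 than in hPSCs, *OTX2* was lower, and *HOXA2* stayed inside the background range. *DLX1*, a homeobox gene of the branchial arches, had values between 48.2 and 56.5 in hPSCs and values between 117 and 481 in hNCCs of the 4 lines (log2 fold change 2.06, standard error 0.52, adjusted p = 0.00782), and its neighbour *DLX2* rose by 2.60 (standard error 0.56, adjusted p = 0.00291). *ALX1* rose by 3.07 (standard error 0.37, adjusted p = 3.25e-05), to values between 403 and 1758, and *TWIST1*, which is needed in cranial mesenchyme, by 3.51 (standard error 0.24, adjusted p = 2.38e-07). *OTX2*, a regulator of the anterior neural plate that hPSCs express as well, lay at 157 to 786 in hNCCs, above the background range in every line. In hPSCs it lay at 3231 to 5276, so that it fell by 3.11 (standard error 0.38, adjusted p = 3.91e-05). At PN10 its log2 fold change against the hPSCs of KhES1, 414C2 and 201B7 was -5.78 (standard error 0.46). *HOXA2*, which patterns the hindbrain and the second arch, had 35.7 to 44.2 in hNCCs and 42.4 to 44.7 in hPSCs (log2 fold change -0.071, standard error 0.065, adjusted p = 0.491). Of 8 measured HOX genes of paralog groups 1 to 4 and 19 of groups 5 to 13, none passed the test, and neither list did (adjusted p = 0.911 and 0.969 from camera). In a list of 12 anterior and cranial crest genes, 4 rose and 1 fell, which did not pass as a list (adjusted p = 0.226 from camera). *HOXA3* was not analysed here. Leaving out any hPSC array, or the PN0 array of KhES1, H9 or 201B7, took *DLX1* to an adjusted p from 0.013 to 0.0241, and *DLX2* had an adjusted p of 0.0206 with KhES1, 414C2 and 201B7 alone.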

The results of the microarray analyses revealed that induced hNCCs expressed some genes characteristic to cranial NCCs (high for *OTX2* and *DLX1*; low for *HOXA2* and *HOXA3*) (date not shown). A previous study demonstrated that the depletion of insulin from CDM (growth-factor free CDM; hereafter referred to as gfCDM) induced a more anterior neuroectoderm (rostral hypothalamic progenitor-like cells), while retinoic acid (RA) exhibited posteriorizing activity [15]. Therefore, we compared the expression of regional markers in hNCCs cultured with gfCDM, CDM, and CDM with RA (100 nM) (Figure 4A). As expected, the expression of *OTX2*, a marker for mesencephalic NCCs (Figure 4B) [34], was slightly higher under the gfCDM condition than under the CDM condition (Figure 4C). The *DLX1* gene, a marker for first and second branchial arch NCCs (Figure 4B) [35], was expressed in cells cultured under all conditions, and was the highest in CDM with the RA condition (Figure 4C). The expression of the *HOXA2* and *HOXA3* genes, which are markers of the second and third branchial arches, was negligible under the gfCDM and CDM conditions (Figures 4B, C) [36], [37]. Taken together, these results indicated that the regional identities of hNCCs could be modulated by exogenous signals including insulin and RA.

**Figure 4:**
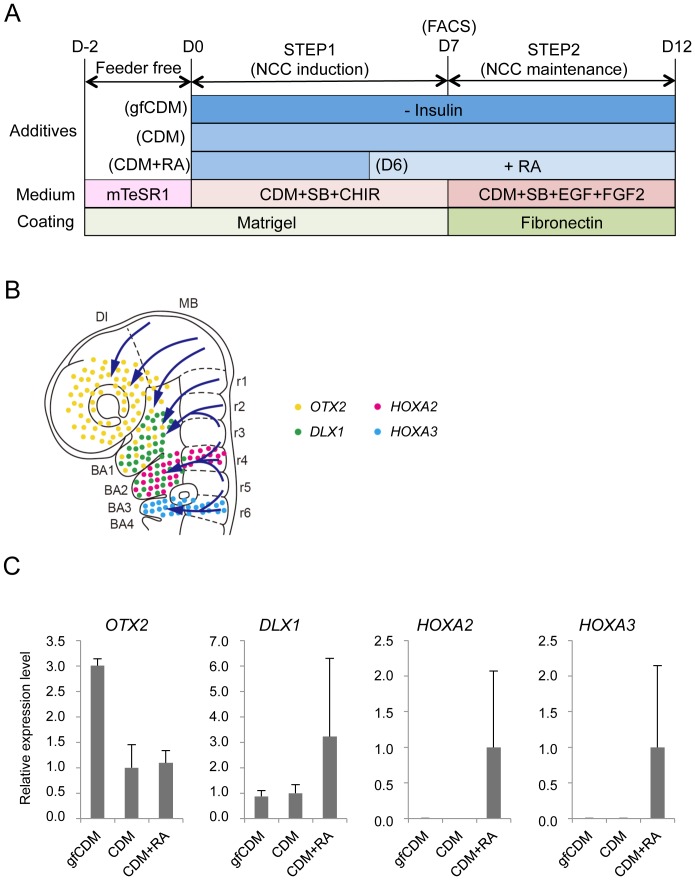
Modulation of regional characteristics of hNCCs. A) Schematic representation of culture conditions for the induction and maintenance of hNCCs. RA, retinoic acid (100 nM). B) Schematic distribution of marker-positive cells in the murine embryo. DI, diencephalon; MB, midbrain; BA1 to BA4, branchial arch 1 to branchial arch 4; r1 to r6; rhombomere 1 to rhombomere 6. C) The mRNA expression of regional specifier genes in hNCCs. p75^high^ cells were collected at the end of the hNCC induction by FACS and seeded onto fibronectin-coated dishes. RNAs were extracted when cells reached a semi-confluent state and used for RT-qPCR. The relative expression level of each gene was demonstrated using the value of cells cultured in CDM (*OTX2* and *DLX1*) or CDM + RA (*HOXA2* and *HOXA3*) as 1.0. Average ± SD. N = 3, biological triplicate.

### Derivation of peripheral neurons, glia, and melanocytes from hNCCs

We next examined the differentiation potentials of induced hNCCs. Neuronal differentiation was initiated by sphere formation and promoted by culture media containing a mixture of factors (BDNF, GDNF, NGF, and NT-3). Cells expressed β-tubulin and peripherin after 14 days, which indicated differentiation into peripheral neurons (Figure 5A). Further cultivation under the same conditions (4 to 6 weeks) promoted the glial differentiation of hNCCs (Figure 5B).

**Figure 5:**
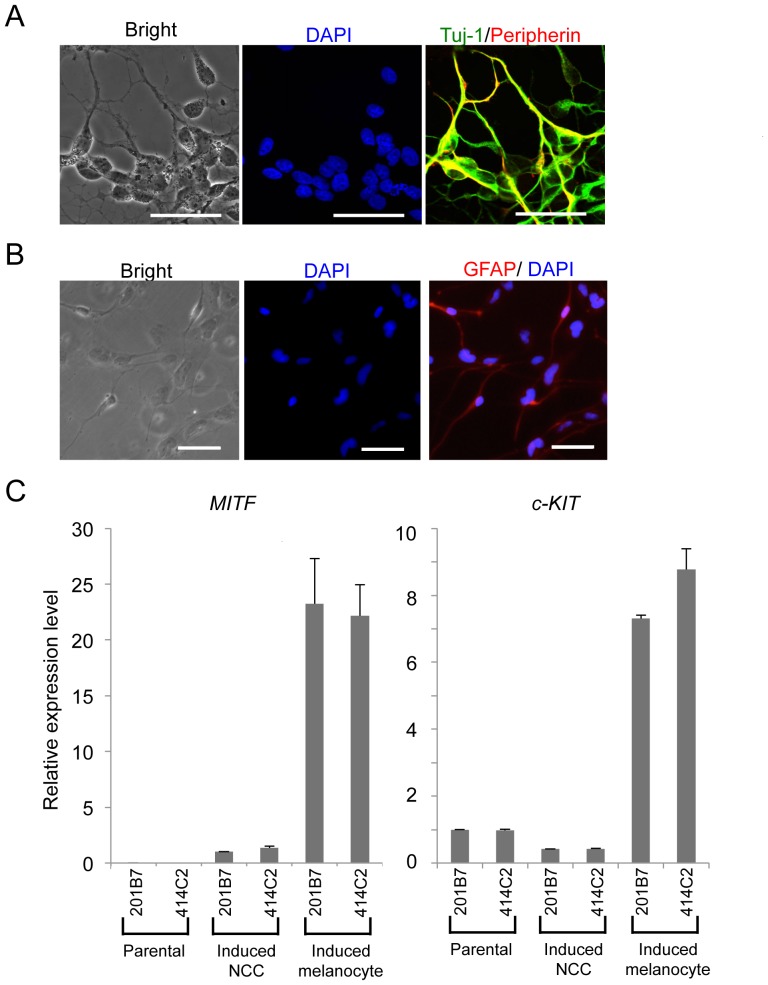
Derivation of peripheral neural cells, glia, and melanocytes from hNCCs. A) Neuronal differentiation of 201B7-derived hNCCs. Cells were stained with an antibody against peripherin (red) and Tuj-1 (green). B) The glial differentiation of 201B7-derived hNCCs. Cells were stained with an antibody against GFAP. Scale bar, 50 µm. C) Melanocyte differentiation of 201B7-derived hNCCs. The mRNA expression levels of *MITF* and *c-KIT* genes were shown as a relative value using the value in 201B7-derived hNCCs and 201B7 as 1.0, respectively. Average ± SD. N = 3, biological triplicates.

Melanocytes are well-known derivatives of NCCs. Using a previously described method that included CHIR, EDN3, and BMP4 [15], [38], induced hNCCs expressed microphthalmia-associated transcription factor (*MITF*) and *c-KIT*, markers for melanocytes (Figure 5C). These differentiation properties were compatible with those of NCCs *in vivo*.

### Derivation of corneal endothelial cells from hNCCs

Cranial NCCs have been shown to exhibit the ability to differentiate into corneal endothelial cells *in vivo* [39], [40]. Therefore, we examined whether hNCCs grown in gfCDM, which preferentially expressed more anterior NCC markers (Figures 4B, C), could differentiate into cells harboring the characteristics of corneal endothelial cells. When 201B7-derived hNCCs were cultured in the conditioned medium of corneal endothelial cells for twelve days (Figure 6A), cells changed their morphology into that of polygonal corneal endothelial-like cells (Figure 6B) and started to express the corneal endothelial marker, ZO-1 (Figure 6C). Descemet's membrane is known to consist of collagen type 4 and collagen type 8, which are derived from the corneal endothelium [41]. The mRNA expression of the *COL4A1* and *COL8A1* genes was confirmed in induced endothelial-like cells (Figure 6D). These results strongly suggested that the hNCCs induced in this study possessed the characteristics of cranial NCCs, which exhibit the potential to differentiate into cranial NCC-derived structures.

**Figure 6:**
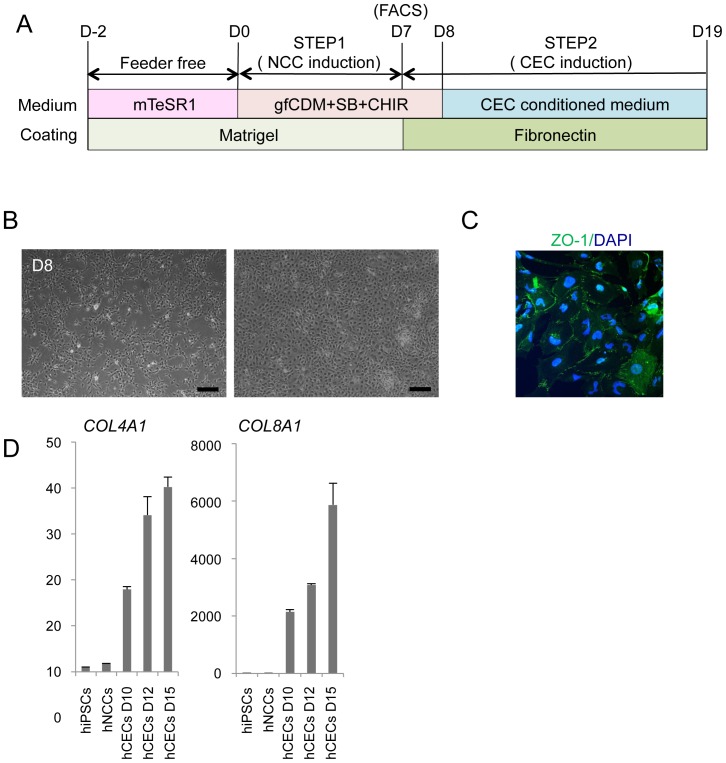
Derivation of corneal endothelial cells from hNCCs. A) Schematic protocol for the induction of corneal endothelial cells. B) Phase contrast images of cells before (D8) and after (D19) the induction. Scale bar, 200 µm. C) The expression of ZO-1 in cells at D12. Cells were stained with an antibody against ZO-1. D) The mRNA expression of corneal endothelial cell marker genes. RNAs were extracted from cells at D10, D12, and D15. The expression level of each gene was demonstrated as a relative value using the value in human primary corneal endothelial cells as 1.0. Average ± SD. N = 3, technical triplicate. We performed this CEC induction twice and confirmed its reproducibility.

### Derivation of hMSCs from hNCCs

Cranial NCCs also have differentiation properties toward mesenchymal cells, which construct the cranio-facial skeleton, and may be referred as MSCs [3]. In order to derivate hMSCs from hNCCs, the culture medium was changed from that for hNCC to αMEM with 10% FBS (Figure 7A), which we used previously for human bone marrow-derived MSCs (hBM-MSCs) [24]. Through the induction of hMSCs, the expression of *NGFR* and *SOX10* reduced rapidly within 48 hours (PN0) of the medium change, while that of *PAX3* and *TFAP2A* reduced gradually until passage 3 (Figure S5A). Conversely, the expression of MSC markers (*CD73*, *CD105*, and *CD44*) increased rapidly within 48 hours, reached a maximum by passage number 2, and maintained their expression at a level comparable to that in BMMSCs (Figure S5B). These results indicated that the transition from NCCs to MSCs was gradual during passage number three. Cells passaged three times in the medium showed a typical fibroblastic morphology similar to that of hMSCs (Figure 7B), and expressed surface markers for hMSCs (positive for CD73, CD105, and CD44, and negative for CD45) (Figure 7C). 

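On passing from hNCCs to NC-MSCs, cells of KhES1, 414C2 and 201B7 gained genes of matrix, contractility and the MSC surface. *COL1A1*, the main collagen of bone and connective tissue, had values between 305 and 502 in hNCCs at PN0 and values between 9992 and 11231 in NC-MSCs (log2 fold change 4.68, standard error 0.16, adjusted p = 3.43e-08). *POSTN*, a matrix protein of mesenchyme, rose by 6.58 (standard error 0.40, adjusted p = 1.78e-06) and *THBS2* by 6.14 (standard error 0.25, adjusted p = 1.28e-07). Of 24 genes of extracellular matrix and fibroblasts, 19 rose and none fell (adjusted p = 6.03e-13 from camera, and adjusted p = 0.00159 with an estimated correlation). *ACTG2*, a smooth muscle actin, showed the largest measured rise of a called gene, by 7.24 (standard error 0.37, adjusted p = 5.56e-07). *CNN1*, a regulator of contraction, rose by 3.60 (standard error 0.26). In the smooth muscle and contractile list 9 of 12 genes rose (adjusted p = 3.6e-06 from camera, but adjusted p = 0.156 with an estimated correlation). Among genes of the TGF-β response, 9 of 15 rose (adjusted p = 8.74e-06 from camera, but adjusted p = 0.0404 with an estimated correlation), with *CDKN2B*, an inhibitor of cyclin-dependent kinases, at 4.36 (standard error 0.18) and *SKIL* at 2.81 (standard error 0.19). For this step, a medium with SB, an inhibitor of the TGF-β receptor family, was replaced by αMEM with FBS, for which the paper names no SB. From hPSCs to PN0, *SKIL* had a log2 fold change of -3.48 (standard error 0.18). *TGFBI*, another gene of the list, had 2.58 (standard error 0.36) there. Whether the removal of SB caused the rise of this list was not tested. Of 13 MSC surface genes 9 rose (adjusted p = 0.000559 from camera, but adjusted p = 0.0809 with an estimated correlation). *ENG*, which encodes CD105, rose by 2.26 (standard error 0.24, adjusted p = 6.84e-05) and *NT5E*, which encodes CD73, by 2.51 (standard error 0.54, adjusted p = 0.00506). *NT5E* was 1146 on the PN0 array of KhES1 and 182 to 217 on those of the other lines, so that its rise was smallest in KhES1. *CD44* lay at 2586 to 2815 in NC-MSCs and at 364 to 2246 in hNCCs, and its difference did not pass the test (log2 fold change 1.81, standard error 0.59, adjusted p = 0.0405), while without the PN0 array of KhES1 it did (log2 fold change 2.58, adjusted p = 0.00101). In total 6008 probe sets passed, 2851 higher and 3157 lower in NC-MSCs (3472 higher and 2781 lower with each array centred on its median). With only the 6 arrays of the groups in the limma fit, 1462 probe sets passed and the adjusted p was 0.0134 for *ENG* and 0.0913 for *NT5E*. Leaving out the PN0 array of 414C2 or 201B7, or any NC-MSC array, took that of *NT5E* to between 0.0109 and 0.0213. The hBM-MSC arrays were not analysed here.

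**Figure D3:**
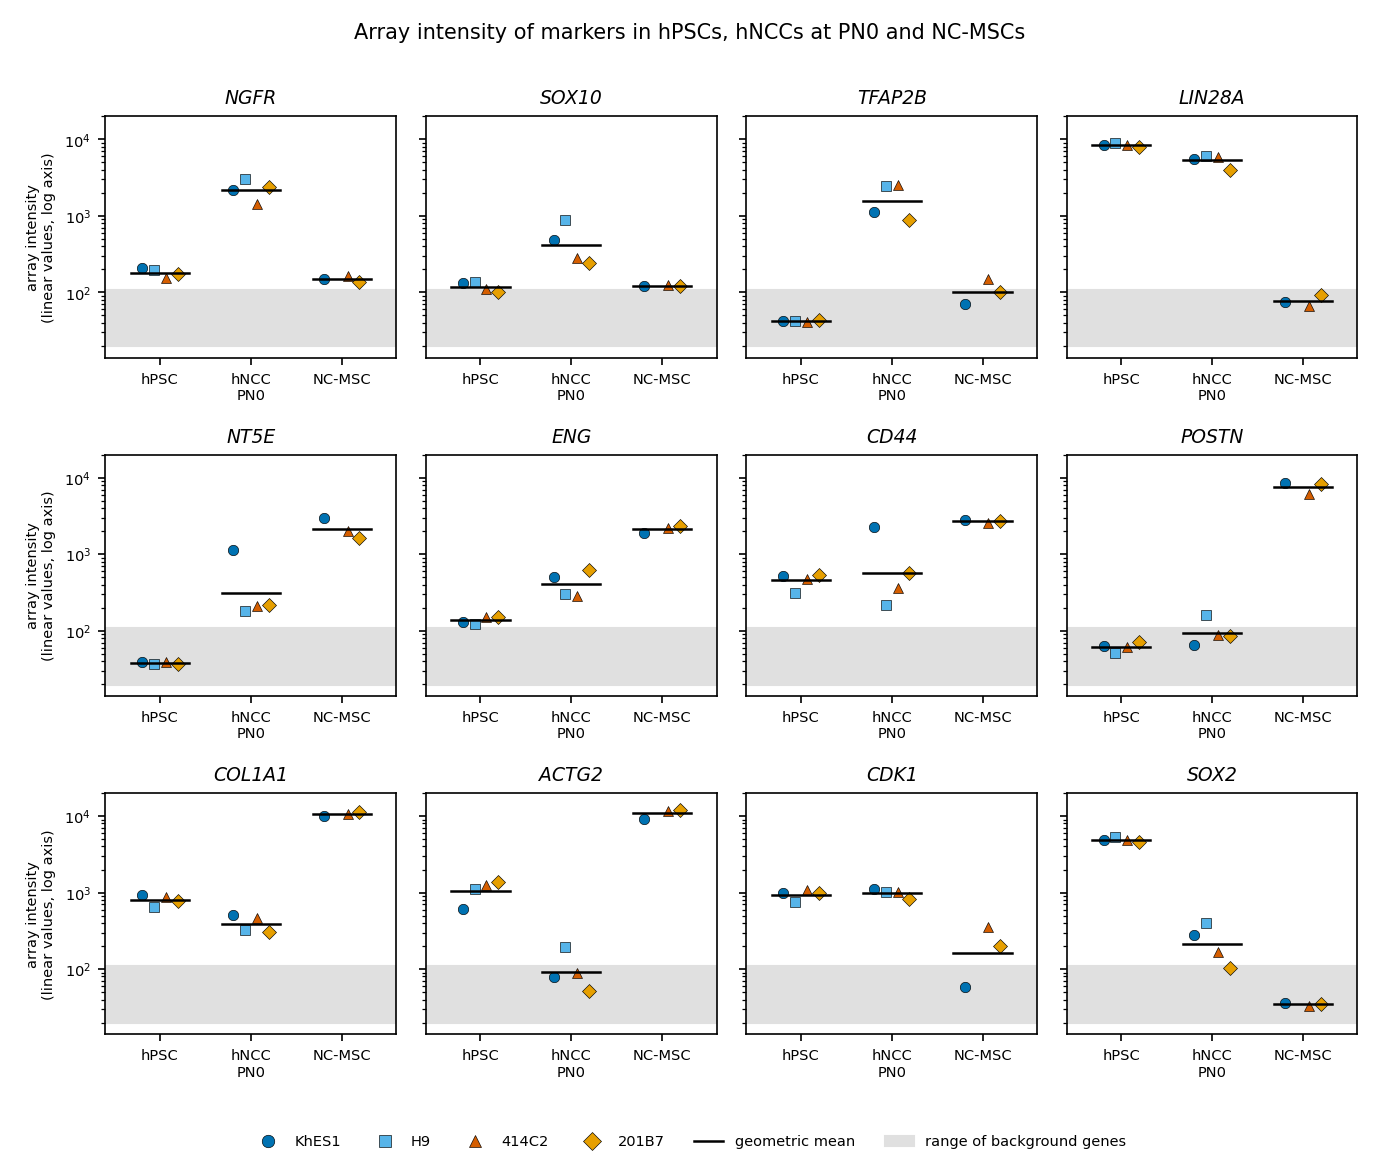
Intensity of 12 genes (log axis) on each array of hPSCs, of hNCCs at PN0 and of NC-MSCs. Symbols stand for cell lines, black bars for the geometric mean of the lines and the grey band for the background range. The NC-MSC arrays lay at 9992 to 11231 for *COL1A1* and at 137 to 164 for *NGFR*. H9 is plotted but was not part of the comparison with NC-MSCs.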

Microarray analyses revealed that hNCC-derived MSCs had a global expression pattern similar to that of primary hBM-MSCs (Figure 7D). Differentiation properties toward osteogenic, chondrogenic, and adipogenic lineages are one of the criteria required for MSCs [42], which were clearly confirmed in hNCC-derived MSCs (Figure 7E). FACS analysis showed that there was no SSEA4-positive cells (Figure 7F) and the expression of PSC marker genes was below detectable levels (Figure 7G).

**Figure 7:**
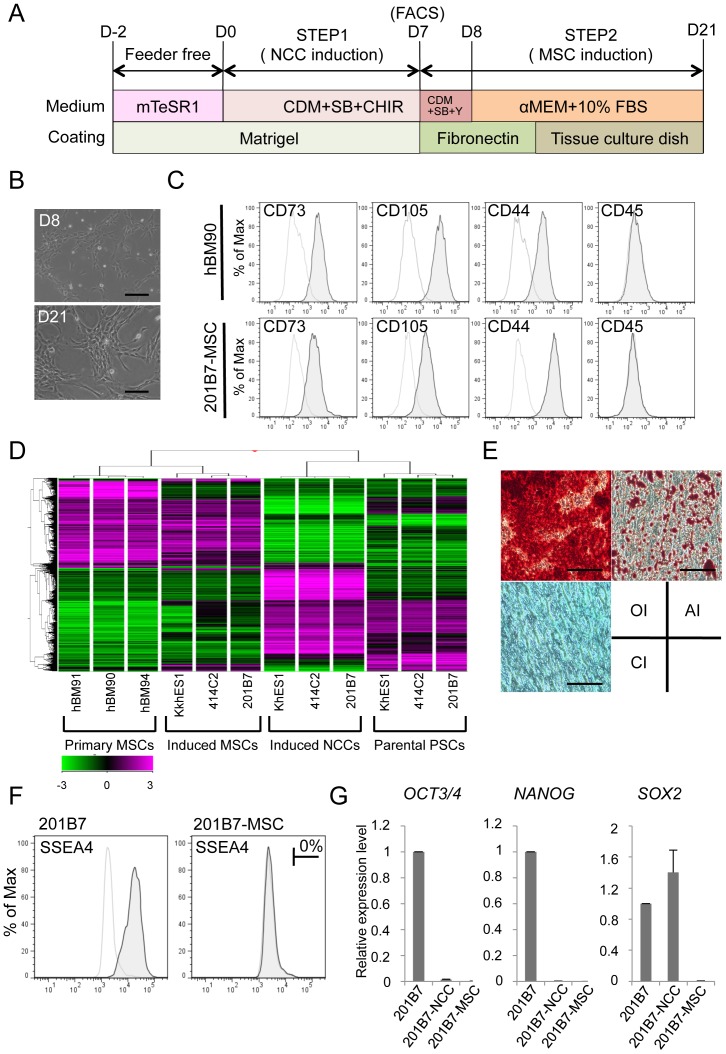
Derivation of hMSCs from hNCCs. A) Schematic protocol for the induction of hMSCs. B) Phase contrast images of cells before (D8) and after (D21) the induction. Scale bar, 200 µm. C) Expression of surface markers in hBM-MSCs (hBM90) and 201B7-derived MSCs (201B7-MSC). D) Hierarchical clustering analyses by genome-wide gene expression profiles. RNAs were extracted from hBM-MSCs (BM90, BM91 and BM94), induced-MSCs, and the corresponding hNCCs and hiPSCs. E) Differentiation properties of induced-MSCs. The induction for osteogenic (OI), chondrogenic (CI), and adipogenic (AI) lineages was performed as described in the Materials and Methods section and evaluated by Alizarin Red staining (OI), Alcian Blue staining (CI), and Oil Red O staining (AI), respectively. Scale bar, 100 µm. F) Population of SSEA4-positive cells. G) The expression levels of pluripotent markers (*OCT3/4*, *NANOG* and *SOX2*) in hPSCs, hNCCs, and hMSCs. Average ± SD. N = 3, biological triplicates.

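Several neural crest genes, *LIN28A*, *LIN28B* and many genes of the cell cycle were lower in NC-MSCs of KhES1, 414C2 and 201B7 than in hNCCs at PN0. *NGFR* fell by 3.70 (standard error 0.19, adjusted p = 6.92e-07), with values between 137 and 164 in NC-MSCs and values between 152 and 205 in hPSCs. *SOX5* fell by 3.06, *TFAP2B* fell by 3.74 and *ERBB3*, a receptor of glial growth factors, fell by 2.61. In the neural crest border and specifier list 8 of 23 genes fell and none rose (adjusted p = 0.000358 from camera, but adjusted p = 0.129 with an estimated correlation). *SNAI2* stayed at 6452 to 8329, with a log2 fold change of 0.17 (standard error 0.19) that did not pass the test. The RNA-binding protein *LIN28A*, which hNCCs still carried at 3959 to 5792, fell by 6.03 (standard error 0.17), and its paralog *LIN28B* fell by 4.09. Of 24 pluripotency genes 8 fell and 1 rose (adjusted p = 0.00663 from camera, but adjusted p = 0.0632 with an estimated correlation). Genes that drive the cell cycle were lower in 21 of 25 cases (adjusted p = 1.16e-09 from camera, but adjusted p = 0.457 with an estimated correlation), such as the mitotic kinase *CDK1* with a log2 fold change of -2.59 (standard error 0.49). *CDK1* had intensities of 58.7 in KhES1, 355 in 414C2 and 202 in 201B7 NC-MSCs. With only the 6 arrays of the groups in the fit, the adjusted p was 0.0125 for *TFAP2B* and 0.0687 for *CDK1*.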

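Against the hPSCs of the same 3 lines, most measured genes of a pluripotency list were lower in NC-MSCs, and most of matrix and of the MSC surface were higher. *CRIPTO* fell by 8.08 (standard error 0.12, adjusted p = 1.48e-11), *SOX2* fell by 7.12 (standard error 0.26) and *LIN28A* fell by 6.75 (standard error 0.17), with values between 66.6 and 92.8. The list of 24 pluripotency genes had 21 members lower and none higher (adjusted p = 4.43e-16 from camera, and adjusted p = 0.000244 with an estimated correlation). *ITGA11*, a collagen receptor, showed the largest measured rise of a called gene (log2 fold change 7.27, standard error 0.43, adjusted p = 3.67e-07). Its values lay between 46.9 and 54.5 in hPSCs and between 7507 and 8181 in NC-MSCs. The hPSC values were inside the background range, so the rise is understated and its rank is not settled. *LOX*, which crosslinks collagen, rose by 6.55 (standard error 0.40, adjusted p = 5.24e-07), *FBN1* by 6.47 (standard error 0.13, adjusted p = 1.58e-10) and *POSTN* by 6.85 (standard error 0.40). Of 24 matrix and fibroblast genes, 23 rose and none fell (adjusted p = 4.43e-16 from camera, and adjusted p = 0.000741 with an estimated correlation). MSC surface genes rose in 12 of 13 cases (adjusted p = 4.56e-07 from camera, but adjusted p = 0.0156 with an estimated correlation), with *NT5E* at 5.81 (standard error 0.54), *PDGFRB* at 5.30 (standard error 0.13) and *CD248* at 4.74 (standard error 0.10). *PTPRC*, which encodes the leukocyte antigen CD45, lay at 22.8 to 26.2 in NC-MSCs, inside the background range. *ACTA2*, another smooth muscle actin, rose by 4.99 (standard error 0.23) and *LMOD1*, a nucleator of actin filaments, by 4.12 (standard error 0.28), among 10 of 12 contractile genes (adjusted p = 9.69e-05 from camera, but adjusted p = 0.236 with an estimated correlation). Genes of the cell cycle were lower in 22 of 25 cases (adjusted p = 4.56e-07 from camera, but adjusted p = 0.552 with an estimated correlation). In the list of p53 targets and inhibitors of the cell cycle, 8 of 17 rose (adjusted p = 0.000862 from camera, but adjusted p = 0.256 with an estimated correlation), among them *CDKN1A*, which encodes p21, by 3.58 (standard error 0.36) and *CDKN2B* by 4.33 (standard error 0.18). In total 8976 probe sets passed, 4071 higher and 4905 lower in NC-MSCs (4631 higher and 4475 lower with each array centred on its median). With all probe sets and the distance and linkage of the methods, the 3 lines of each group shared a branch. hPSCs and hNCCs at PN0 joined at a height of 0.059 and NC-MSCs joined them at 0.0786. Over the 7782 probe sets that passed a test over the groups the order was another one, with hNCCs and NC-MSCs joined at 0.21 and hPSCs at 0.313.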

### Derivation of osteogenic cells from hiPSCs under defined culture conditions

We determined the feasibility of inducing terminally differentiated cells from iPSCs under defined culture conditions (Figure 8). 987A3 hiPSCs were used as the initial material, which have been generated and maintained under feeder-free and xeno-free conditions [21]. Cells were dissociated into single cells, seeded on iMatrix-coated dishes (0.83–1.35 cells/cm^2^), and cultured with StemFit medium for five days. hNCCs were then induced for seven to ten days (Figure 8A). The efficiency of hNCC induction under these conditions was 40.9±5.5% (± SD. N = 3, biological triplicate). The induction of hMSCs was performed using CDM for MSCs (STK2) instead of αMEM/10% FBS (Figure 8A). After several passages of hNCCs in STK2, the morphology of cells changed from cuboidal to fibroblastic, similar to that of hBM-MSCs (Figure 8B). The expression patterns of surface markers were compatible with those of hMSCs (positive for CD73, CD105, and CD44, and negative for CD45) (Figure 8C) and the differentiation properties for osteogenic, chondrogenic, and adipogenic lineages were confirmed when the standard FBS-containing induction medium was used (Figure S6). Osteogenic differentiation was also confirmed using the chemically-defined osteogenic medium (STK3) (Figure 8D). These results indicated that all steps from iPSC to osteogenic cells could be performed under defined culture conditions.

**Figure 8:**
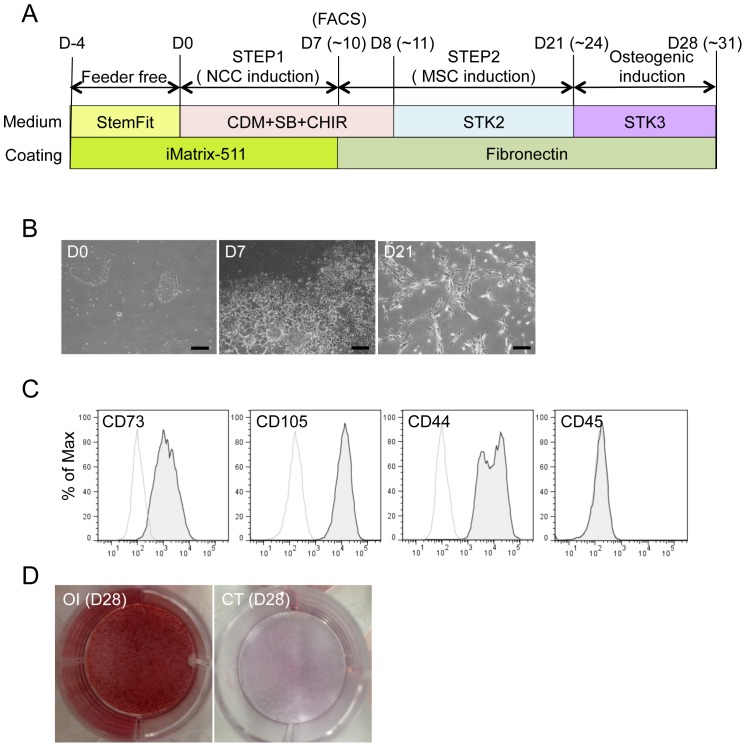
Derivation of hMSCs from hNCCs under defined culture conditions. A) Schematic protocol for the induction of hMSCs from hNCCs under defined culture conditions. B) Phase contrast images of cells 0, 7, and 21 days after the hNCC and hMSC induction, respectively. Scale bar, 200 µm. C) Expression of hMSC-related surface markers in hMSCs induced under defined culture conditions. D) Osteogenic differentiation (OI) properties of hMSCs induced under defined culture conditions. hMSCs were cultured during the induction period in STK2 as a control.

## Discussion

In the present study, we developed a simple and efficient induction method for hNCCs from hPSCs. The induction efficiency of this method was high (70–80%) irrespective with the type of hPSC. The induced hNCCs exhibited the cranial NCC characters under maintenance culture conditions, while further treatment with insulin and RA marginally posteriorized hNCCs. Consistent with the expression of cranial NCC markers, induced hNCCs could differentiate into corneal endothelial cells, which is a characteristic of cranial NCCs.

Our protocol was independent of the BMP signal. In our protocol, DMH1, a specific BMP inhibitor, clearly attenuated the induction efficiency of the p75^high^ fraction (Figure S1). This result clearly contradicted the findings of previous studies (no effect [14] or increased efficiency [15]). The marked differences in the findings of these studies may be attributed to the seeding density used at the beginning of induction. The seeding density of our protocol was approximately 2–4 clumps/cm^2^ (approximately 20 cells/cm^2^), while other studies used 1×10^4^ cells/cm^2^ [26]. Both CNS and neural crest fates were previously observed when cells were seeded at a low density, while CNS cells primarily formed at a high density [43]. In accordance with these findings, the efficiency of the NCC induction was markedly decreased if clumps were seeded at a higher density (data not shown). The high density of hNCCs may have exaggerated local BMP signaling secreted from the hNCCs themselves. Therefore, we combined high density seeding with the BMP inhibitor treatment; however, the efficiency was still low (data not shown). Based on these results, we could not account for the differences between our protocol and those of previous studies.

In order to compare the hNCCs in this study with those in previous studies, we analyzed gene expression profiles of hNCCs published previously. The comparison of the relative induction levels of NCC specific genes revealed that hNCCs differentiated by our protocol and previous studies showed similarities in some aspects, but overall profiles were different from each other (Figure S3). These results indicated that induction protocols reported in this study and in the previous studies induced different subset of hNCCs.

Induced hNCCs exhibited differentiation properties for multiple cell lineages including peripheral neurons, glial cells, melanocytes, and corneal endothelial cells, and also delivered hMSCs that further differentiated into osteogenic, chondrogenic, and adipogenic cells. These properties are compatible with NCCs being multipotent stem cells [3]. However, clonal analyses are indispensable for confirming the stemness of induced hNCCs. Previous clonal analyses revealed that 63–65% of the hNCC clones could differentiated into multi-lineage cells positive for markers of neurons, glial cells, and smooth muscle cells [43], [44], suggesting that hNCCs induced from hPSCs were multipotent on the clonal level. Although stemness has yet to be investigated in this study, induced hNCCs in this protocol will be a promising cell source for various types of research.

Human diseases that have been related to the development of hNCCs include Hirschsprung's disease, DiGeorge syndrome, Waardenburg syndrome, Charcot-Marie-tooth disease, Hermansky-Pudlak syndrome, familial dysautonomia, Chediak-Higashi syndrome, and CHARGE syndrome [45], [46]. hNCCs containing the mutations responsible for these diseases can be induced from hiPSCs established from the respective patients; therefore, this will be a powerful tool for creating *in vitro* disease models that can contribute to a more detailed understanding of the pathogenesis of NCC disorders and also to the development of novel therapeutic modalities [15]. In addition, hNCCs have been shown to be the cell-of-origin of some cancers such as neuroblastoma [47], which indicates that hNCCs can be used in *in vitro* transformation experiments. We have already confirmed that the survival rate of freeze-stocked hNCCs was satisfactory and the freeze and thaw process had no impact on the growth and differentiation properties of these cells (data not shown). These are favorable features for a material in research because it is important to use cells of the same quality in order to evaluate reproducibility.

Induced hNCCs-deridatives can also be used for cell therapy. In this regard, hNCC-derived hMSCs will be a very useful material. hMSCs have been used in a wide range of regenerative medicines, and promising results have been reported in some cases [48], [49]. In contrast with the advances reported in clinical applications, many issues related to the biology of hMSCs have yet to be investigated, one of which is the cell-of-origin of hMSCs. hNCCs may be the precursors of hMSCs based on the finding that craniofacial skeletal tissues are derived from NCCs [50]. This has also been supported in lineage tracing experiments using P0-cre mice [51], [52]. Current sources of hMSCs include bone marrow, fat tissue, synovium, and umbilical cord; however, it remains unclear whether NCC-derived cells exist in all of these adult tissues and serve as the source of hMSCs. A comparison between hNCC-derived MSCs and somatic tissue-derived hMSCs may provide more information related to this issue.

One of the limitations of current hMSCs is their limited proliferative activity, which may pose problems in their application to conditions requiring a large amount of cells. This can be overcome if hNCC-derived MSCs are used because hNCCs can be induced from hPSCs, which have unlimited proliferative activity. Two issues are important for this application. One is to be free from infectious substances that may be derived from animal materials. Using iPSCs generated and maintained under feeder-free and xeno-free conditions, we successfully induced hNCCs and hMSCs with minimum animal material (BSA in CDM) (Figure 8A). Furthermore, we generated terminally differentiated cells (osteogenic cells) from these MSCs under chemically defined media. To the best of our knowledge, this is the first study to demonstrate the induction of osteogenic cells under feeder-free and serum-free conditions from PSCs. The other concern relates to the contamination of undifferentiated cells, particularly parental hPSCs, which may lead to serious conditions such as the formation of malignant tumors [53]. We confirmed that hNCC-derived hMSCs were free from SSEA4-expressing cells and the expression of PSC-marker genes was below detectable levels (Figures 7F, G). Although more precise and meticulous analyses are required to prove the safety of these cells, the results of the present study have provided evidence to promote the use of hNCC-derived hMSCs for cell therapy.

## Supporting Information

Figure S1 **Effect of the BMP signal on the induction of p75^high^ cells.** hiPSCs (201B7) were treated in NCC induction media with BMP4 (10 ng/ml) (A) or DMH1 (10 µM) (B), and the fraction of p75-positive cells was analyzed by FACS. C) Effects of BMP signal inhibitors on the induction of p75^high^ cells. 201B7 cells were treated with each BMP inhibitor at the indicated dosage, and the fraction of p75-positive cells was analyzed by FACS.
(TIFF) Click here for additional data file.

Figure S2 **Global comparison of the expressions of genes between PSCs and p75^high^ cells.** A) A volcano plot showing the P value for differences in the expression of each gene between the average of PSC lines (H9, KhES1, 414C2, and 201B7) and the average of corresponding p75^high^ cells. A total of 562 entities downregulated and 447 entities upregulated in p75^high^ cells were identified as a differentially expressed gene set. B) Heat map analyses revealed global similarities among hNCCs derived from each PSC line.
(TIFF) Click here for additional data file.

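Among the genes with the largest rises from hPSCs to p75 high cells were *LUM*, *A2M* and *MEF2C*, and among those with the largest falls were *CRIPTO*, *MAL2* and *CDH1*. *LUM* rose by 6.63 (standard error 0.33, adjusted p = 1.16e-08), the protease inhibitor *A2M* by 6.43 (standard error 0.27, adjusted p = 2.78e-09) and the transcription factor *MEF2C* by 5.87 (standard error 0.20, adjusted p = 4.09e-10). *CRIPTO* fell by 7.44 (standard error 0.47, adjusted p = 1.29e-07), *MAL2*, a protein of apical transport in epithelia, fell by 7.07 (standard error 0.078, adjusted p = 8.6e-15) and *CDH1* fell by 6.95 (standard error 0.09, adjusted p = 4.16e-14). *CRIPTO* was 794 on the hPSC array of H9 and 4108 to 5641 on those of the other lines, so that its fall was smallest in H9. The genes of the microRNAs *MIR302A* and *MIR302B*, which are characteristic of hPSCs, fell by 6.34 and 6.77. Of 24 measured pluripotency genes 20 fell and none rose (adjusted p = 1.02e-15 from camera, and adjusted p = 0.000177 with an estimated correlation), among them *USP44*, which fell by 6.25. Of 24 genes of extracellular matrix and fibroblasts, 16 rose and 2 fell (adjusted p = 3.22e-06 from camera, but adjusted p = 0.0128 with an estimated correlation), with *PRRX1* at 4.42 (standard error 0.41) and *TIMP3*, an inhibitor of matrix proteases, at 3.41 (standard error 0.23). MSC surface genes rose in 10 of 13 cases (adjusted p = 8.74e-06 from camera, but adjusted p = 0.0139 with an estimated correlation), with *PDGFRB* at 4.40 (standard error 0.11) and *CD248* at 3.42 (standard error 0.10). In the list of sterol synthesis and uptake, 9 of 15 genes rose (adjusted p = 9.69e-05 from camera, but adjusted p = 0.447 with an estimated correlation), such as *INSIG1* by 1.43 (standard error 0.21) and *LSS* by 1.22 (standard error 0.13). The Wnt effector *LEF1* rose by 3.64 (standard error 0.34), while *AXIN2*, a feedback inhibitor of Wnt signaling, fell by 1.54. Their list did not pass (adjusted p = 0.39 from camera), and neither did that of the TGF-β response, in which 6 of 15 genes fell and 1 rose (adjusted p = 0.0143 from camera). At an adjusted p under 0.01 from limma, 6735 probe sets passed, 3521 lower and 3214 higher in p75 high cells. At a fold change of at least 2 as well, 1252 were lower and 1205 higher, at least 3-fold 633 and 513, and at least 5-fold 301 and 222.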

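Few probe sets passed the test between the p75 high cells of the hESC lines (KhES1 and H9) and those of the hiPSC lines (414C2 and 201B7). At an adjusted p under 0.01 from limma, 6 probe sets differed, 4 higher and 2 lower in hESC-derived cells. Among them were *CHI3L1*, a secreted glycoprotein, at a log2 fold change of -0.995 (standard error 0.10, adjusted p = 0.00831), *CYP46A1*, a cholesterol hydroxylase, at -0.51 (standard error 0.049), *RBM34* at 0.32 (standard error 0.031) and *PACSIN2* at 0.45 (standard error 0.047). They were named after their values were seen, and the other 2 probe sets matched no gene symbol. *SNAI2*, *TFAP2B*, *NGFR*, *PAX3* and *SOX10* were not among them. The count was 0 with quantile normalization (3671 probe sets at an unadjusted p under 0.05), median centring (3553), a filter on dim probe sets (2413) and trend and robust variance (3436), so the 6 calls depend on the processing. At an adjusted p under 0.05 the count was 29, and 3597 probe sets had an unadjusted p under 0.05. The count depended on single arrays, with 21, 87, 385 and 12 probe sets when the PN0 array of KhES1, H9, 414C2 or 201B7 was left out, and it was 0 with only the 4 PN0 arrays in the limma fit, although 2111 probe sets then had an unadjusted p under 0.05. Each type was represented by 2 lines. On simulated data, this comparison recovered 180 of 200 4-fold changes (90%), with 1 unchanged probe set called. Smaller changes were not simulated for it, and whether the real arrays of 2 lines per type allow the same recovery was not tested. A low count therefore does not show that few genes differ.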

Figure S3 **Expression of NCC marker genes in induced NCCs from PSCs.** The induction ratio of NCC markers relative to a corresponding pluripotent baseline was demonstrated in each induced NCC. iPS NCCs, GSE44727. WA09_NC_Day11, 45223. Marker genes for each sub-population of NCC were labeled using the indicated colors.
(TIFF) Click here for additional data file.

Figure S4 **Comparison of gene expression profiles between hNCCs at different passages by scatter plotting.** RNAs were extracted from hNCCs derived from 201B7 (A) and KhES1 (B) at different passages (PN0, PN4 and PN10), and analyzed using microarrays. C) Correlation coefficient analysis was performed using these data.
(TIFF) Click here for additional data file.

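In the lines followed through all 3 passages, KhES1 and 201B7, *SOX10* was lower at PN4 than at PN0, and *EPHA4* and *MAB21L2* were higher. *CDH2* at PN4 lay above its PN10 intensities. How many of the probe sets that differed between PN0 and PN10 were near their PN10 level at PN4 was not counted. *SNAI2* had intensities of 9049 in KhES1 and 8175 in 201B7 at PN4, and *NGFR* had 1554 and 1621. *SOX10* lay at 109 and 93.4 at PN4, against 486 and 239.7 at PN0. *EPHA4* lay at 1833 and 2150.3 at PN4, against 324 and 233 at PN0, and *MAB21L2* at 3446 and 1239, against 45.1 and 65.3. *CDH2* was still at 1038 in KhES1 and 298 in 201B7 at PN4, and at 75.4 and 58.8 at PN10. Pearson's r across all probe sets was 0.973 and 0.985 between PN0 and PN4 of the same line, and 0.985 and 0.99 between PN4 and PN10. Between PN4 and the hPSCs of the same line the mean was 0.927. With all 16 arrays clustered, PN4 and PN10 joined at a height of 0.0138, PN0 joined them at 0.0203, NC-MSCs at 0.0617 and hPSCs at 0.0747. Differences between PN4 and the other passages were not tested here.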

Figure S5 **The expression of markers for hNCCs and hMSCs in each passage.** A gradual transition from hNCCs to hMSCs was observed in hNCC markers (A) and hMSC markers (B). Average ± SD. N = 3, biological triplicates. Regarding BMSCs, cDNA was prepared from the bone marrow stromal cells of four healthy donors (BM25, 26, 34, and 107), and the average was presented as BMSCs in each graph.
(TIFF) Click here for additional data file.

Figure S6 **Osteogenic-, chondrogenic-, adipogenic induction from feeder-free hiPSCs through hNCC-derived hMSCs.** Differentiation properties of hNCC-MSCs. The induction for osteogenic (OI), chondrogenic (CI), and adipogenic (AI) lineages was performed as described in the Materials and Methods section and evaluated by Alizarin Red staining (OI), Alcian Blue staining (CI), and Oil Red O staining (AI), respectively. Scale bar, 200 µm.
(TIFF) Click here for additional data file.

Table S1 Information of primary antibodies used in this study.
(TIF) Click here for additional data file.

Table S2 Information of PCR primers used in this study.
(TIF) Click here for additional data file.

## References

[1] LiuZ, TangY, LuS, ZhouJ, DuZ, et al (2013) The tumourigenicity of iPS cells and their differentiated derivates. J Cell Mol Med 17:782–791.2371111510.1111/jcmm.12062PMC3823182

[2] Le DouarinNM, DupinE (2003) Multipotentiality of the neural crest. Curr Opin Genet Dev 13:529–536.1455042010.1016/j.gde.2003.08.002

[3] Sauka-SpenglerT, Bronner-FraserM (2008) A gene regulatory network orchestrates neural crest formation. Nat Rev Mol Cell Biol 9:557–568.1852343510.1038/nrm2428

[4] KalcheimC, Burstyn-CohenT (2005) Early stages of neural crest ontogeny: formation and regulation of cell delamination. Int J Dev Biol 49:105–116.1590622210.1387/ijdb.041949ck

[5] KalcheimC (2000) Mechanisms of early neural crest development: from cell specification to migration. Int Rev Cytol 200:143–196.1096546810.1016/s0074-7696(00)00004-8

[6] VincentSD, BuckinghamME (2010) How to make a heart: the origin and regulation of cardiac progenitor cells. Curr Top Dev Biol 90:1–41.2069184610.1016/S0070-2153(10)90001-X

[7] NeirinckxV, CosteC, RogisterB, Wislet-GendebienS (2013) Concise review: adult mesenchymal stem cells, adult neural crest stem cells, and therapy of neurological pathologies: a state of play. Stem Cells Transl Med 2:284–296.2348683310.5966/sctm.2012-0147PMC3659839

[8] NeirinckxV, MarquetA, CosteC, RogisterB, Wislet-GendebienS (2013) Adult bone marrow neural crest stem cells and mesenchymal stem cells are not able to replace lost neurons in acute MPTP-lesioned mice. PLoS One 8:e64723.2374137710.1371/journal.pone.0064723PMC3669410

[9] GiulianiM, OudrhiriN, NomanZM, VernochetA, ChouaibS, et al (2011) Human mesenchymal stem cells derived from induced pluripotent stem cells down-regulate NK-cell cytolytic machinery. Blood 118:3254–3262.2180385210.1182/blood-2010-12-325324

[10] Villa-DiazLG, BrownSE, LiuY, RossAM, LahannJ, et al (2012) Derivation of mesenchymal stem cells from human induced pluripotent stem cells cultured on synthetic substrates. Stem Cells 30:1174–1181.2241598710.1002/stem.1084PMC3549569

[11] LiuQ, SpustaSC, MiR, LassiterRN, StarkMR, et al (2012) Human neural crest stem cells derived from human ESCs and induced pluripotent stem cells: induction, maintenance, and differentiation into functional schwann cells. Stem Cells Transl Med 1:266–278.2319780610.5966/sctm.2011-0042PMC3659695

[12] ChimgeNO, BayarsaihanD (2010) Generation of neural crest progenitors from human embryonic stem cells. J Exp Zool B Mol Dev Evol 314:95–103.1978003610.1002/jez.b.21321

[13] MiletC, Monsoro-BurqAH (2012) Embryonic stem cell strategies to explore neural crest development in human embryos. Dev Biol 366:96–99.2230619710.1016/j.ydbio.2012.01.016

[14] MenendezL, YatskievychTA, AntinPB, DaltonS (2011) Wnt signaling and a Smad pathway blockade direct the differentiation of human pluripotent stem cells to multipotent neural crest cells. Proc Natl Acad Sci U S A 108:19240–19245.2208412010.1073/pnas.1113746108PMC3228464

[15] MicaY, LeeG, ChambersSM, TomishimaMJ, StuderL (2013) Modeling neural crest induction, melanocyte specification, and disease-related pigmentation defects in hESCs and patient-specific iPSCs. Cell Rep 3:1140–1152.2358317510.1016/j.celrep.2013.03.025PMC3681528

[16] SuemoriH, YasuchikaK, HasegawaK, FujiokaT, TsuneyoshiN, et al (2006) Efficient establishment of human embryonic stem cell lines and long-term maintenance with stable karyotype by enzymatic bulk passage. Biochem Biophys Res Commun 345:926–932.1670709910.1016/j.bbrc.2006.04.135

[17] AmitM, CarpenterMK, InokumaMS, ChiuCP, HarrisCP, et al (2000) Clonally derived human embryonic stem cell lines maintain pluripotency and proliferative potential for prolonged periods of culture. Dev Biol 227:271–278.1107175410.1006/dbio.2000.9912

[18] OkitaK, MatsumuraY, SatoY, OkadaA, MorizaneA, et al (2011) A more efficient method to generate integration-free human iPS cells. Nat Methods 8:409–412.2146082310.1038/nmeth.1591

[19] TakahashiK, TanabeK, OhnukiM, NaritaM, IchisakaT, et al (2007) Induction of pluripotent stem cells from adult human fibroblasts by defined factors. Cell 131:861–872.1803540810.1016/j.cell.2007.11.019

[20] McMahonAP, BradleyA (1990) The Wnt-1 (int-1) proto-oncogene is required for development of a large region of the mouse brain. Cell 62:1073–1085.220539610.1016/0092-8674(90)90385-r

[21] NakagawaM, TaniguchiY, SendaS, TakizawaN, IchisakaT, et al (2014) A novel efficient feeder-free culture system for the derivation of human induced pluripotent stem cells. Sci Rep 4:3594.2439924810.1038/srep03594PMC3884228

[22] NasuA, IkeyaM, YamamotoT, WatanabeA, JinY, et al (2013) Genetically matched human iPS cells reveal that propensity for cartilage and bone differentiation differs with clones, not cell type of origin. PLoS One 8:e53771.2338285110.1371/journal.pone.0053771PMC3561398

[23] WatayaT, AndoS, MugurumaK, IkedaH, WatanabeK, et al (2008) Minimization of exogenous signals in ES cell culture induces rostral hypothalamic differentiation. Proc Natl Acad Sci U S A 105:11796–11801.1869793810.1073/pnas.0803078105PMC2575295

[24] ColleoniS, GalliC, GiannelliSG, ArmenteroMT, BlandiniF, et al (2010) Long-term culture and differentiation of CNS precursors derived from anterior human neural rosettes following exposure to ventralizing factors. Exp Cell Res 316:1148–1158.2017121010.1016/j.yexcr.2010.02.013

[25] JamesMJ, JarvinenE, WangXP, ThesleffI (2006) Different roles of Runx2 during early neural crest-derived bone and tooth development. J Bone Miner Res 21:1034–1044.1681352410.1359/jbmr.060413

[26] LeeG, ChambersSM, TomishimaMJ, StuderL (2010) Derivation of neural crest cells from human pluripotent stem cells. Nat Protoc 5:688–701.2036076410.1038/nprot.2010.35

[27] OhtaS, ImaizumiY, OkadaY, AkamatsuW, KuwaharaR, et al (2011) Generation of human melanocytes from induced pluripotent stem cells. PLoS One 6:e16182.2124920410.1371/journal.pone.0016182PMC3020956

[28] FangD, LeishearK, NguyenTK, FinkoR, CaiK, et al (2006) Defining the conditions for the generation of melanocytes from human embryonic stem cells. Stem Cells 24:1668–1677.1657475410.1634/stemcells.2005-0414

[29] JuC, ZhangK, WuX (2012) Derivation of corneal endothelial cell-like cells from rat neural crest cells in vitro. PLoS One 7:e42378.2286012010.1371/journal.pone.0042378PMC3409168

[30] UmedaK, ZhaoJ, SimmonsP, StanleyE, ElefantyA, et al (2012) Human chondrogenic paraxial mesoderm, directed specification and prospective isolation from pluripotent stem cells. Sci Rep 2:455.2270115910.1038/srep00455PMC3374161

[31] OkamotoT, AoyamaT, NakayamaT, NakamataT, HosakaT, et al (2002) Clonal heterogeneity in differentiation potential of immortalized human mesenchymal stem cells. Biochem Biophys Res Commun 295:354–361.1215095610.1016/s0006-291x(02)00661-7

[32] KreitzerFR, SalomonisN, SheehanA, HuangM, ParkJS, et al (2013) A robust method to derive functional neural crest cells from human pluripotent stem cells. Am J Stem Cells 2:119–131.23862100PMC3708511

[33] LeeG, RamirezCN, KimH, ZeltnerN, LiuB, et al (2012) Large-scale screening using familial dysautonomia induced pluripotent stem cells identifies compounds that rescue IKBKAP expression. Nat Biotechnol 30:1244–1248.2315987910.1038/nbt.2435PMC3711177

[34] KimuraC, TakedaN, SuzukiM, OshimuraM, AizawaS, et al (1997) Cis-acting elements conserved between mouse and pufferfish Otx2 genes govern the expression in mesencephalic neural crest cells. Development 124:3929–3941.937439110.1242/dev.124.20.3929

[35] QiuM, BulfoneA, GhattasI, MenesesJJ, ChristensenL, et al (1997) Role of the Dlx homeobox genes in proximodistal patterning of the branchial arches: mutations of Dlx-1, Dlx-2, and Dlx-1 and -2 alter morphogenesis of proximal skeletal and soft tissue structures derived from the first and second arches. Dev Biol 185:165–184.918708110.1006/dbio.1997.8556

[36] ManleyNR, CapecchiMR (1995) The role of Hoxa-3 in mouse thymus and thyroid development. Development 121:1989–2003.763504710.1242/dev.121.7.1989

[37] LiuZ, YuS, ManleyNR (2007) Gcm2 is required for the differentiation and survival of parathyroid precursor cells in the parathyroid/thymus primordia. Dev Biol 305:333–346.1738231210.1016/j.ydbio.2007.02.014PMC1931567

[38] MotohashiT, AokiH, YoshimuraN, KunisadaT (2006) Induction of melanocytes from embryonic stem cells and their therapeutic potential. Pigment Cell Res 19:284–289.1682774710.1111/j.1600-0749.2006.00317.x

[39] JohnstonMC, NodenDM, HazeltonRD, CoulombreJL, CoulombreAJ (1979) Origins of avian ocular and periocular tissues. Exp Eye Res 29:27–43.51042510.1016/0014-4835(79)90164-7

[40] TrainorPA, TamPP (1995) Cranial paraxial mesoderm and neural crest cells of the mouse embryo: co-distribution in the craniofacial mesenchyme but distinct segregation in branchial arches. Development 121:2569–2582.767182010.1242/dev.121.8.2569

[41] FitchJM, BirkDE, LinsenmayerC, LinsenmayerTF (1990) The spatial organization of Descemet's membrane-associated type IV collagen in the avian cornea. J Cell Biol 110:1457–1468.218265410.1083/jcb.110.4.1457PMC2116101

[42] De SchauwerC, MeyerE, Van de WalleGR, Van SoomA (2011) Markers of stemness in equine mesenchymal stem cells: a plea for uniformity. Theriogenology 75:1431–1443.2119603910.1016/j.theriogenology.2010.11.008

[43] LeeG, KimH, ElkabetzY, Al ShamyG, PanagiotakosG, et al (2007) Isolation and directed differentiation of neural crest stem cells derived from human embryonic stem cells. Nat Biotechnol 25:1468–1475.1803787810.1038/nbt1365

[44] CurchoeCL, MaurerJ, McKeownSJ, CattarossiG, CimadamoreF, et al (2010) Early acquisition of neural crest competence during hESCs neuralization. PLoS One 5:e13890.2108548010.1371/journal.pone.0013890PMC2976694

[45] BajpaiR, ChenDA, Rada-IglesiasA, ZhangJ, XiongY, et al (2010) CHD7 cooperates with PBAF to control multipotent neural crest formation. Nature 463:958–962.2013057710.1038/nature08733PMC2890258

[46] LeeG, PapapetrouEP, KimH, ChambersSM, TomishimaMJ, et al (2009) Modelling pathogenesis and treatment of familial dysautonomia using patient-specific iPSCs. Nature 461:402–406.1969300910.1038/nature08320PMC2784695

[47] JiangM, StankeJ, LahtiJM (2011) The connections between neural crest development and neuroblastoma. Curr Top Dev Biol 94:77–127.2129568510.1016/B978-0-12-380916-2.00004-8PMC3633592

[48] CaplanAI (2007) Adult mesenchymal stem cells for tissue engineering versus regenerative medicine. J Cell Physiol 213:341–347.1762028510.1002/jcp.21200

[49] Silva NA, Sousa N, Reis RL, Salgado AJ (2013) From basics to clinical: A comprehensive review on spinal cord injury. Prog Neurobiol.10.1016/j.pneurobio.2013.11.00224269804

[50] HelmsJA, SchneiderRA (2003) Cranial skeletal biology. Nature 423:326–331.1274865010.1038/nature01656

[51] MorikawaS, MabuchiY, NiibeK, SuzukiS, NagoshiN, et al (2009) Development of mesenchymal stem cells partially originate from the neural crest. Biochem Biophys Res Commun 379:1114–1119.1916198010.1016/j.bbrc.2009.01.031

[52] TakashimaY, EraT, NakaoK, KondoS, KasugaM, et al (2007) Neuroepithelial cells supply an initial transient wave of MSC differentiation. Cell 129:1377–1388.1760472510.1016/j.cell.2007.04.028

[53] CaiJ, YangM, PoremskyE, KiddS, SchneiderJS, et al (2010) Dopaminergic neurons derived from human induced pluripotent stem cells survive and integrate into 6-OHDA-lesioned rats. Stem Cells Dev 19:1017–1023.1982482310.1089/scd.2009.0319PMC3135248

How the deposited data were processed for this re-analysis (not part of the article)

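RNA of 16 samples was measured on Affymetrix Human Gene 1.0 ST arrays, 1 array per sample. The samples were hPSCs of KhES1, H9, 414C2 and 201B7, p75 high cells (hNCCs at PN0) of the same 4 lines, hNCCs at PN4 of KhES1 and 201B7, and hNCCs at PN10 and NC-MSCs of KhES1, 414C2 and 201B7. Samples were grouped by the labels of the deposit. The labels give the culture conditions of hPSCs for all samples and name another labelling kit than the paper does, so the paper's methods were followed for the cells. The array of H9 has no counterpart at PN10 or in NC-MSCs. Arrays of hBM-MSCs and of other NCC protocols were not analysed here. A genome build is not given in the sources used here, and no coordinates are printed. Gene symbols were taken from the annotation of the array, and the RefSeq annotation of GRCh38.p14 was used for names only.

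The authors calculated the expression values with the RMA method. The deposited table holds normalized intensities on a linear scale, from 17 to 17815, not on the log2 scale that RMA gives, and their log2 was taken here. The lowest value was 17 on every array, at 516 to 612 probe sets, so that a constant of 16 added to a floor of 1 is possible. The sources used here do not state it. Medians lay between 99.1 and 106. No values were filtered in the main setting. The table has 28869 probe sets, of which 19310 matched 1 symbol, 1752 several and 7807 none here. Of 18377 genes with a probe set of their own, 685 had several, and the one with the highest mean was used. Scan dates or batches were not given in the sources used here, so batches could not be compared. Each value rests on 1 array, and the number of lines limits the precision.

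Comparisons were made with limma 3.58.1 in R 4.3.3, with 1 coefficient for each of the 5 groups. PN0 against hPSC used all 16 arrays, and PN10 against PN0, PN10 against hPSC, NC-MSC against PN0 and NC-MSC against hPSC used the 14 arrays of KhES1, 414C2 and 201B7. Probe sets were called at a Benjamini-Hochberg adjusted p under 0.01, the false discovery rate in the methods, with no fold threshold. The cell line pairs the samples by design. The deviations of same-line arrays from their group means correlated at 0.0225 to 0.266, above 0 in 16 of 16 pairs, and cell line as a block was an alternative, given beside a result where it changed a call. The difference between hESC-derived and hiPSC-derived PN0 cells, and the difference of their changes, were tested in the same way. Pearson's r between arrays and average linkage on 1 minus r were computed over all probe sets and, for the clustering, also over those past limma's test over the groups.

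A total of 25 lists with 431 genes, of which 365 were measured, were tested with camera at a preset correlation of 0.01 and with an estimated one, adjusted over 125 tests, and with fry. The genes named in the text are those the paper names, those of Figure 2B, the 10 called genes with the largest rise and the 10 with the largest fall in each comparison among those that moved the same way in every line, and up to 4 members of each list with the largest change. Genes named in the comparison of hESC-derived and hiPSC-derived cells were chosen after their values were seen. The groups, tests, lists, rule and most alternatives were set before the data were examined, on the assumption of log2 values. Some lists hold genes that the paper shows from these same arrays, such as *SNAI2*, *PAX3* and *NGFR*. Those lists were therefore not independent of the paper's results. The subtraction of 16 and the joint omission of KhES1 arrays were added after seeing the data. The background range is the 5th to 95th percentile of 470 probe sets of olfactory receptor, taste receptor and keratin-associated protein genes. Samples standing apart in groups of 4 were found with Dixon's critical value of 0.829.

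The fits were tested on simulated data with known changes of 1.5, 2 and 4-fold. They recovered 50.7%, 80.6% and 97% for PN0 against hPSC and 46.3%, 67.2% and 89.4% for PN10 against PN0, with 2 and 0 unchanged probe sets called. At 4-fold, 93.9%, 86.4% and 93.9% were recovered for PN10 against hPSC, NC-MSC against PN0 and NC-MSC against hPSC. For hESC-derived against hiPSC-derived PN0 cells 90% of 4-fold changes were recovered, and for the difference of their changes 78.5%. The alternatives were cell line as a block, only the arrays of the 2 groups, renewed quantile normalization, median centring, other sets of lines, a filter on probe sets below the table median, probe sets of 1 symbol, trend and robust variance, an adjusted p under 0.05, fold thresholds of 2, 3 and 5, the test that the methods name and the omission of each array. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Levels of sex-linked genes were not reported.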

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

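The tests of remaining hPSCs and of CHIR withdrawal, of inhibitors of the cell cycle, and all 3 tests on trophoblast genes were chosen after the result was seen. The test without the KhES1 NC-MSC array was added after the data were seen, before its own result was known, and the other splits of the samples were planned.

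Single arrays stood apart from the other 3 lines of their group in 19 of 218 groups, from 109 genes. By Dixon's criterion chance sets apart about 1 in 20 groups. The hNCC array of KhES1 at PN0 accounted for 7 of them. On it, *TWIST1* was 1019 (others 2102 to 2351), *A2M* was 2774 (others 5174 to 5483), *PAX6* was 27.4 (others 59.9 to 69.9) and *HOXA2* was 35.7 (others 43.6 to 44.2). *NT5E* was 1146 (others 182 to 217) on the same array, *COL4A1* was 454 (others 319 to 336) and *BMP2* was 177 (others 115 to 120.2). On the hPSC array of KhES1, *DLX5* was 386 (others 111 to 127), *CDKN1A* was 413 (others 161 to 184), *SOX1* was 57.9 (others 50.6 to 51.2) and *B3GAT1* was 136 (others 156 to 160.3). The PN0 array of 414C2 had *CD24* at 167 (others 1259 to 1673), *WNT1* at 281 (others 222), *CDH7* at 36.6 (others 34.7 to 34.9) and *NEUROG2* at 28.7 (others 27.5). On the PN0 array of H9, *FOXD3* was 89.1 (others 73.4 to 75.6) and *CRIPTO* was 19.3 (others 17.6 to 17.8), and on the hPSC array of H9 *CRIPTO* was 794 (others 4108 to 5641). *MAL2* was 6066 (others 5077 to 5207) on the hPSC array of 414C2.

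The change from hPSCs to PN0 differed between hESC and hiPSC lines in 5 genes, by limma's test of the difference itself. It was larger in hESC lines by 0.48 (standard error 0.043, adjusted p = 0.00468) on the log2 scale for *RBM34* and by 0.76 (standard error 0.078, adjusted p = 0.00942) for *CCDC141*. For *NECAB1* the difference was -2.03 (standard error 0.14, adjusted p = 0.000764), for *PRODH* -1.41 (standard error 0.10, adjusted p = 0.000948) and for *DAZL* -1.06 (standard error 0.11, adjusted p = 0.00942). Each type is represented by 2 lines. In total 2 probe sets with a positive and 3 with a negative difference passed, while with median centring and with a filter on dim probe sets 0 and 2 did, and with quantile normalization 1 and 2. The count was 41 without the PN0 array of H9, 82 without that of 414C2 and 0 with only the 8 hPSC and PN0 arrays in the limma fit, where 1720 probe sets had an unadjusted p under 0.05.

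The paper does not discuss genes of extracellular matrix and fibroblasts as a group. As a list, they were higher with an estimated correlation as well, at adjusted p = 0.00946 for PN10 against hPSC, 0.00159 for NC-MSC against PN0 and 0.000741 for NC-MSC against hPSC. For PN0 against hPSC and PN10 against PN0 the list passed with the preset correlation only.

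The paper does not test the difference between PN0 and PN10, for which 585 probe sets passed, 298 of them lower at PN10 (316 passed without the PN0 array of 201B7, and 307, 179 and 274 without the PN10 array of KhES1, 414C2 and 201B7). A few hPSCs left among the sorted PN0 cells may lower genes as the cells are passaged. The values argue against this for the set as a whole. The fall needed a median of 70.9% hPSC RNA at PN0, while 5 pluripotency genes allowed at most 0.613% (*USP44* in KhES1). Of the 298, 122 (40.9%) were higher at PN0 than in hPSCs, which argues against it for those probe sets only. The withdrawal of CHIR during expansion stays open, because the Wnt and β-catenin response list was lower with the preset correlation and had an adjusted p = 0.153 with an estimated one. Other differences between the media were not tested.

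In NC-MSCs 21 of 25 genes of the cell cycle were called lower than in hNCCs at PN0, although as a list they did not pass with an estimated correlation (adjusted p = 0.457). *MKI67* had 111 on the KhES1 NC-MSC array against 663 and 405 in 414C2 and 201B7, but without that array 23 of 25 genes were called lower, which argues against this array as the whole cause. A rise of inhibitors of the cell cycle and of p53 targets may go with the fall. Their list was higher with the preset correlation (adjusted p = 0.00331) and had an adjusted p = 0.316 with an estimated one, so this cannot be told apart from a change in proliferation for other reasons, such as serum and passage, which were not tested.

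On the hPSC array of KhES1, 12 of 15 measured trophoblast and amnion genes lay above the other 3 hPSC lines, such as *HAND1* (323 against 68.6 to 169.5), *GATA3* (327 against 115 to 155), *CGA* (110.3 against 39.2 to 77.1) and *TFAP2C* (1117 against 474 to 600.2). The list's median excess was 0.48 on the log2 scale in hPSCs, -0.067 at PN0, 0.023 at PN4, 0.00799 at PN10 and -0.077 in NC-MSCs. A lasting property of the KhES1 line would keep the excess, but it stays open. On the PN10 and NC-MSC arrays 10 of the 15 genes had a median inside the background range, where an excess would be understated. How many did so on the PN0 and PN4 arrays was not counted. Scatter of single probe sets stays open as well, because the list was singled out for being high on this array, so that its place at percentile 100 of 10000 random lists matched on mean signal decides nothing. Differentiated cells mixed into these hPSCs stay a possible explanation, because *GATA3* and *TFAP2C* lay above the background range in the other hPSC lines as well and the pluripotency list, whose high level would hide a small share of such cells, differed by a median of -0.014 from the other lines.

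Because cell line pairs the samples, the real split of the arrays was compared with the splits that part every pair, 8 for PN0 against hPSC and 4 for each of the other comparisons, which are too few for a share under 0.05. Among these, the highest count besides the real one was 1 for NC-MSC against PN0 and 0 for each of the other comparisons. The remaining splits put both arrays of at least 1 line in the same group. Every split but the real one mixes the cell states in both groups, so a difference between states adds to the spread there. Low counts in those splits therefore decide nothing about chance. Over all 35 splits for PN0 against hPSC and all 10 for the others, the real values and the highest of the others were 6735 and 1 for PN0 against hPSC, 585 and 0 for PN10 against PN0, 7265 and 0 for PN10 against hPSC, 6008 and 1 for NC-MSC against PN0, and 8976 and 0 for NC-MSC against hPSC.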

How the results depend on the processing

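The counts of the 5 comparisons between groups stayed within 1.5 times their value with cell line as a block, renewed quantile normalization, median centring, a filter on dim probe sets, probe sets of 1 symbol, trend and robust variance and other sets of lines. They did so with an adjusted p under 0.05 and the methods' test except for PN10 against PN0, and with only the arrays of the 2 groups except for PN10 against PN0 and NC-MSC against PN0. The alternatives chosen after seeing the data also left the counts within 1.5 times. With a constant of 16 subtracted they were 6751, 619, 7289, 5956 and 9013 for PN0 against hPSC, PN10 against PN0, PN10 against hPSC, NC-MSC against PN0 and NC-MSC against hPSC. With the KhES1 arrays of hPSC, PN0 and NC-MSC left out they were 6020, 446, 6896, 5515 and 7878. In the same order, fold thresholds of 2, 3 and 5 gave 2457, 1146, 523 for the first, 306, 168, 78 for the second, 3193, 1607, 772 for the third, 2560, 1253, 494 for the fourth and 4223, 2230, 1068 for the fifth, by their construction. Single arrays left out gave 5807 to 6524, 179 to 759, 5756 to 6550, 4649 to 6122 and 7598 to 8178. For PN10 against PN0 it was 316 without the PN0 array of 201B7, and 307, 179 and 274 without the PN10 array of KhES1, 414C2 and 201B7. PN10 against PN0 gave 1848 at an adjusted p under 0.05, 1947 with the methods' test and 0 with only the 6 arrays (4882 at an unadjusted p under 0.05). NC-MSC against PN0 gave 1462 with only the 6 arrays (9348 unadjusted). With their own 6 arrays, PN10 against hPSC gave 6787 and NC-MSC against hPSC gave 6754. The number of arrays therefore does not explain why the losses differed. Mean r between lines was 0.985 at PN0, 0.991 in hPSCs, 0.994 at PN10 and 0.988 in NC-MSCs. For hESC-derived against hiPSC-derived PN0 cells, the 6 probe sets became 0 with quantile normalization (3671 at an unadjusted p under 0.05), median centring (3553), the dim filter (2413), trend and robust variance (3436), and only the 4 arrays (2111), 29 at an adjusted p under 0.05 and 12 to 385 with single arrays left out (21, 87, 385 and 12 without KhES1, H9, 414C2 and 201B7), where the lone array of a type was assumed to vary like the other groups. The 5 probe sets of the difference of effects became 3, 2 and 2 with quantile normalization, centring and the dim filter, 14 at an adjusted p under 0.05, 0 with only the 8 arrays (1720 unadjusted) and 5 to 82 with single arrays left out (41 without H9, 82 without 414C2). The mean r of PN0 and PN10 was 0.945 with the dim filter and 0.972 with probe sets of 1 symbol, and 0.977 to 0.981 with single lines left out. In the clustering of hPSCs, PN0 and NC-MSCs, the height joining PN0 with NC-MSC minus that with hPSC was 0.0196 over all probe sets and -0.103 over those past the test over the groups. *ZIC1* in NC-MSC against PN0, not called at -0.21, ranged from -0.55 to 0.47 with single arrays left out. The cause of these differences was not tested unless given. Of 532 results for named genes, 514 kept their direction and side of the threshold with cell line as a block, 425 with only the 2 groups' arrays, 526 with quantile normalization and 524 with centring, and 3195 of 3410 tests with single arrays left out did. Of 125 list tests, 100 did with an estimated correlation. Signal near the background range limits all fold changes of genes that were off in a group.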

Differences from the paper's values

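For probe sets that differed between hPSCs and p75 high cells, the paper's counts are 562 lower and 447 higher, and those found here were 3521 lower and 3214 higher. The paper's methods name fold changes as part of the selection, and its text gives no value for the threshold, whereas no fold threshold was used for the counts here. Among the alternatives set before the data were examined, a fold change of at least 3 gave 633 lower and 513 higher, within 1.5 times the paper's counts. All the others stayed further away, including cell line as a block, quantile normalization, median centring, the filters on probe sets, the other thresholds, the methods' test and single arrays left out.

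The lowest correlation coefficient of PN0 and PN10 hNCCs in the lines of Figure S4 is 0.96 in the paper and was 0.975 here. With probe sets of 1 gene symbol it was 0.966, within the rounding of the paper's value and the SD between lines taken together, while Spearman's rho, the filter on dim probe sets and quantile normalization did not bring it there. The highest one is 0.98 in the paper and was 0.979 here, and 0.972 with probe sets of 1 gene symbol. Figure S4 also includes PN4, for which r with PN0 of the same line was 0.973 and 0.985.

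*TWIST1* in undifferentiated 201B7 cells, relative to sorted hNCCs, is about 1.1 in Fig. 2A, read by eye, from RT-qPCR. The arrays of 201B7 gave 0.0867, and neither quantile normalization nor median centring brought it to the paper's value. For *TFAP2A* both measurements had hPSCs below sorted hNCCs. *SOX2* in hNCCs of 201B7, relative to hPSCs, is about 1.4 in Fig. 7G, read by eye, from RT-qPCR, and was 0.0227 on the arrays, and neither quantile normalization nor median centring brought it there. The paper's text does not name the passage of the hNCCs in Fig. 7G.

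The paper lists *OTX2* among the genes high in hNCCs as cranial crest. *OTX2* was above the background range in hNCCs at PN0 in every line, and it fell by 3.11 on the log2 scale from hPSCs to PN0 (adjusted p = 3.91e-05). *DLX1*, which the paper also lists as high, was higher in hNCCs than in hPSCs, and *HOXA2*, listed as low, lay in the background range in both. The 9 genes that the paper names as highly expressed in hNCCs from Figure 2B were all higher here.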

Other observations

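Beyond matrix and contractile genes, NC-MSCs differed from hNCCs at PN0 in some genes of antigen presentation, sterol synthesis and growth arrest. *TAP1*, a peptide transporter of antigen presentation, rose by 3.25 (standard error 0.27, adjusted p = 1.16e-05), *B2M*, the light chain of MHC class I, by 2.10 (standard error 0.14, adjusted p = 3.58e-06) and the immunoproteasome subunit *PSMB8* by 1.78 (standard error 0.17). From hPSCs to PN0, *TAP1* had fallen by 1.74 (standard error 0.24) and *PSMB8* by 0.99 (standard error 0.19). In NC-MSCs, *TAP1* lay 1.65 (standard error 0.27) and *B2M* 2.70 (standard error 0.14) above hPSCs. Of 12 genes of MHC class I and interferon, 6 rose and 1 fell (adjusted p = 0.00369 from camera, but adjusted p = 0.449 with an estimated correlation). In the sterol list 5 of 15 genes fell (adjusted p = 0.00314 from camera, but adjusted p = 0.588 with an estimated correlation), with *HMGCS1* at -1.92 (standard error 0.27). Among p53 targets and inhibitors of the cell cycle 8 of 17 rose and 1 fell (adjusted p = 0.00331 from camera, but adjusted p = 0.316 with an estimated correlation). Some genes of other lineages rose in NC-MSCs. *EPAS1*, a hypoxia-inducible transcription factor of endothelium, rose by 4.59 (standard error 0.40), the keratin *KRT7* by 4.57 (standard error 0.45) and *GATA6*, a regulator of heart and endoderm, by 2.57 (standard error 0.18), although the lists that hold them did not pass. *DKK1*, a secreted inhibitor of Wnt, rose by 2.95 (standard error 0.22), and *LEF1* fell by 3.40. With only the 6 arrays of the groups in the fit, the adjusted p was 0.031 for *HMGCS1*, 0.0102 for *EPAS1* and 0.0127 for *KRT7*.

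The imprinted genes *PEG10* and *PLAGL1* followed different courses. *PEG10* rose by 1.81 (standard error 0.14, adjusted p = 7.51e-07) from hPSCs to hNCCs at PN0 and fell by 1.98 (standard error 0.16, adjusted p = 1.16e-05) from there to NC-MSCs. *PLAGL1* rose by 1.71 (standard error 0.26, adjusted p = 0.000214) from hPSCs to PN0 and was 4.05 (standard error 0.32) above hPSCs in NC-MSCs. In a list of 13 genes of peripheral neurons, only *INA*, a neuronal intermediate filament, passed the test from PN0 to PN10. It fell by 3.02 (standard error 0.38, adjusted p = 0.00178) from PN0 to PN10, and had an adjusted p = 0.0792 with only the 6 arrays of these groups.

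The lists that passed in none of the 5 comparisons had these lowest adjusted p values from camera. They were 0.0227 for peripheral neurons, 0.0722 for Schwann and glial genes, 0.158 for melanocytes and 0.351 for central nervous system neuroectoderm, all for PN10 against PN0. The value was 0.0779 for mesoderm and endoderm and 0.168 for anterior and cranial crest, for PN10 against hPSC. For PN0 against hPSC it was 0.051 for trophoblast and amnion, 0.1 for imprinted genes and 0.39 for skeletal and adipogenic regulators. It was 0.682 for hematopoietic genes, for NC-MSC against hPSC, and 0.538 and 0.299 for HOX genes of paralog groups 1 to 4 and 5 to 13, for NC-MSC against PN0.

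Several genes that the paper measured by RT-qPCR or FACS in NC-MSCs were read from the arrays of KhES1, 414C2 and 201B7. *SOX10* lay at 120.0 to 124 in NC-MSCs, *PAX3* at 58.4 to 166 and *TFAP2A* at 1356 to 1578, against 239.7 to 486, 471 to 841 and 1903 to 2672 in hNCCs at PN0. The fall of *SOX10* was -1.39 (standard error 0.22, adjusted p = 0.000686, and 0.0331 with only the 6 arrays), that of *PAX3* was -2.55 (standard error 0.50, adjusted p = 0.00299, and 0.0327 with only the 6 arrays), and *TFAP2A* did not pass (log2 fold change -0.64, standard error 0.42, adjusted p = 0.299). The adjusted p of *PAX3* was 0.0109 without the PN0 array of KhES1 and 0.0131 without that of 414C2. *NT5E* lay at 1622 to 2956 in NC-MSCs and *ENG* at 1877 to 2347. *SOX2* lay at 32.5 to 36.2 in NC-MSCs, inside the background range.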
